# Vine nitrogen status and volatile thiols and their precursors from plot to transcriptome level

**DOI:** 10.1186/s12870-016-0836-y

**Published:** 2016-08-08

**Authors:** Pierre Helwi, Sabine Guillaumie, Cécile Thibon, Céline Keime, Aude Habran, Ghislaine Hilbert, Eric Gomes, Philippe Darriet, Serge Delrot, Cornelis van Leeuwen

**Keywords:** *Vitis vinifera*, Nitrogen, Volatile thiols, 3-sulfanylhexan-1-ol, 4-methyl-4-sulfanylpentan-2-one, Glutathionylated precursors, Cysteinylated precursors, *GST*, *GGT*

## Abstract

**Background:**

Volatile thiols largely contribute to the organoleptic characteristics and typicity of Sauvignon blanc wines. Among this family of odorous compounds, 3-sulfanylhexan-1-ol (3SH) and 4-methyl-4-sulfanylpentan-2-one (4MSP) have a major impact on wine flavor. These thiols are formed during alcoholic fermentation by the yeast from odorless, non-volatile precursors found in the berries and the must. The present study investigates the effects of vine nitrogen (N) status on 3SH and 4MSP content in Sauvignon blanc wine and on the glutathionylated and cysteinylated precursors of 3SH (Glut-3SH and Cys-3SH) in the berries and the must. This is paralleled by a RNA-seq analysis of gene expression in the berries. The impact of N supply on the expression of the glutathione-*S*-transferase 3 and 4 (*VviGST3* and *VviGST4*) and the γ-glutamyltranspeptidase (*VviGGT*), considered as key genes in their biosynthesis, was also evaluated.

**Results:**

N supply (N100 treatment) increased the 3SH content in wine while no effect was noticed on 4MSP level. Furthermore, N supply increased Glut-3SH levels in grape berries at late berry ripening stages, and this effect was highly significant in must at harvest. No significant effect of N addition was noticed on Cys-3SH concentration. The transcript abundance of the glutathione-*S*-transferases *VviGST3* and *VviGST4* and the γ-glutamyltranspeptidase (*VviGGT*), were similar between the control and the N100 treatment. New candidate genes which might be implicated in the biosynthetic pathway of 3SH precursors were identified by whole transcriptome shotgun sequencing (RNA-seq).

**Conclusions:**

High vine N status has a positive effect on 3SH content in wine through an increase of Glut-3SH levels in grape berries and must. Candidate GSTs and glutathione-*S*-conjugates type transporters involved in this stimulation were identified by RNA-seq analysis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0836-y) contains supplementary material, which is available to authorized users.

## Background

Aroma compounds contribute to a large extent to the organoleptic characteristics and typicity of wine. Slight differences in the concentrations of these volatile molecules create diverse wine aroma profiles [1, 2]. Wine aromas can be classified into three main groups according to their origin: “varietal” aromas specific for grape varieties, “winemaking” aromas produced during the fermentations and “mature” aromas developed during aging [3].

Varietal aroma compounds play a major role in the oenological potential of the wine. In addition to grape variety, their concentrations also depend on soil and climate [4]. Some varietal aroma compounds like pyrazines [5, 6], terpenols [7] and rotundone [8] exist as free compounds that are directly perceivable by the olfactory receptors. Others are present as non-volatile and odorless precursors in the grape berry and their cleavage into fragrant compounds occurs during winemaking and/or aging. Among the latter, major contributors to wine aromas are volatile thiols, monoterpènes, C13-norisoprenoids, dimethylsulfide, volatile phenols, C6 compounds and furaneol [9, 10].

Volatile thiols represent a large family of molecules that contribute positively or negatively to the aromatic potential of the wines [11]. Many odorous thiols were identified in the early 1990s in Sauvignon blanc wines [12, 13]. Subsequently, these thiols were identified in a large panel of cultivars like Semillon, Riesling, Pinot gris and Colombard [14]. Among them, 4-methyl-4-sulfanylpentan-2-one (4MSP) and 3-sulfanylhexan-1-ol (3SH) identified by Darriet et al. (1995) and Tominaga et al. (1998) respectively, play an important role in the aroma of these varieties [12, 13]. In Sauvignon blanc wines, the 4MSP has a strong box-tree odor and the 3SH has a smell of grapefruit or passion fruit. The latter can be transformed during the alcoholic fermentation into its acetate reminiscent to boxwood, grapefruit zest and passion fruit [14]. The 4MSP and 3SH are not present in berries and musts, but they are generated during the alcoholic fermentation from non-volatile and odorless berry precursors. The known forms of these precursors in berries are *S*-conjugates to glutathione or to cysteine: *S*-4-(4-methylpentan-2-one)-L-glutathione (Glut-4MSP) and *S*-4-(4-methylpentan-2-one)-L-cysteine (Cys-4MSP) for the 4MSP respectively and *S*-3-(hexan-1-ol)-glutathione (Glut-3SH) and *S*-3-(hexan-1-ol)-cysteine (Cys-3SH) for the 3SH respectively [15–18]. The release of the volatile thiol from their precursors occurs during the fermentation by a β-lyase-like activity of *Saccharomyces cerevisiae* that induces the cleavage of carbon-sulfur bonds [15–17, 19, 20]. The biosynthetic pathways of these precursors in grape are still far from being fully understood, although some results have been published with regards to 3SH precursors. Peyrot des Gachons [16] assumed that the cysteinylated precursor of 3SH derives from the catabolism of the glutathionylated precursor. However this reaction requires the presence of two enzymes: a γ-glutamyltranspeptidase (VviGGT) which catalyzes the elimination of the glutamic acid, and a carboxypeptidase responsible for removing the glycine to produce the Cys-3SH. Recent studies also showed the formation of Cys-3SH in cell cultures of *Vitis vinifera* from Glut-3SH [21, 22]. The latter derives from an intermediate form, Glut-3SH-al, which is formed by the combination of the glutathione (GSH) with the *trans*-2-hexenal [23, 24]. This step could happen spontaneously and/or by the action of a glutathione-*S*-transferase enzyme (VviGST, Fig. 1) [23, 25, 26]. Kobayashi et al. described three genes in Sauvignon blanc berries putatively implicated in the synthesis of 3SH precursors: *VviGST3*, *VviGST4* and *VviGGT* [27].

**Fig. 1:**
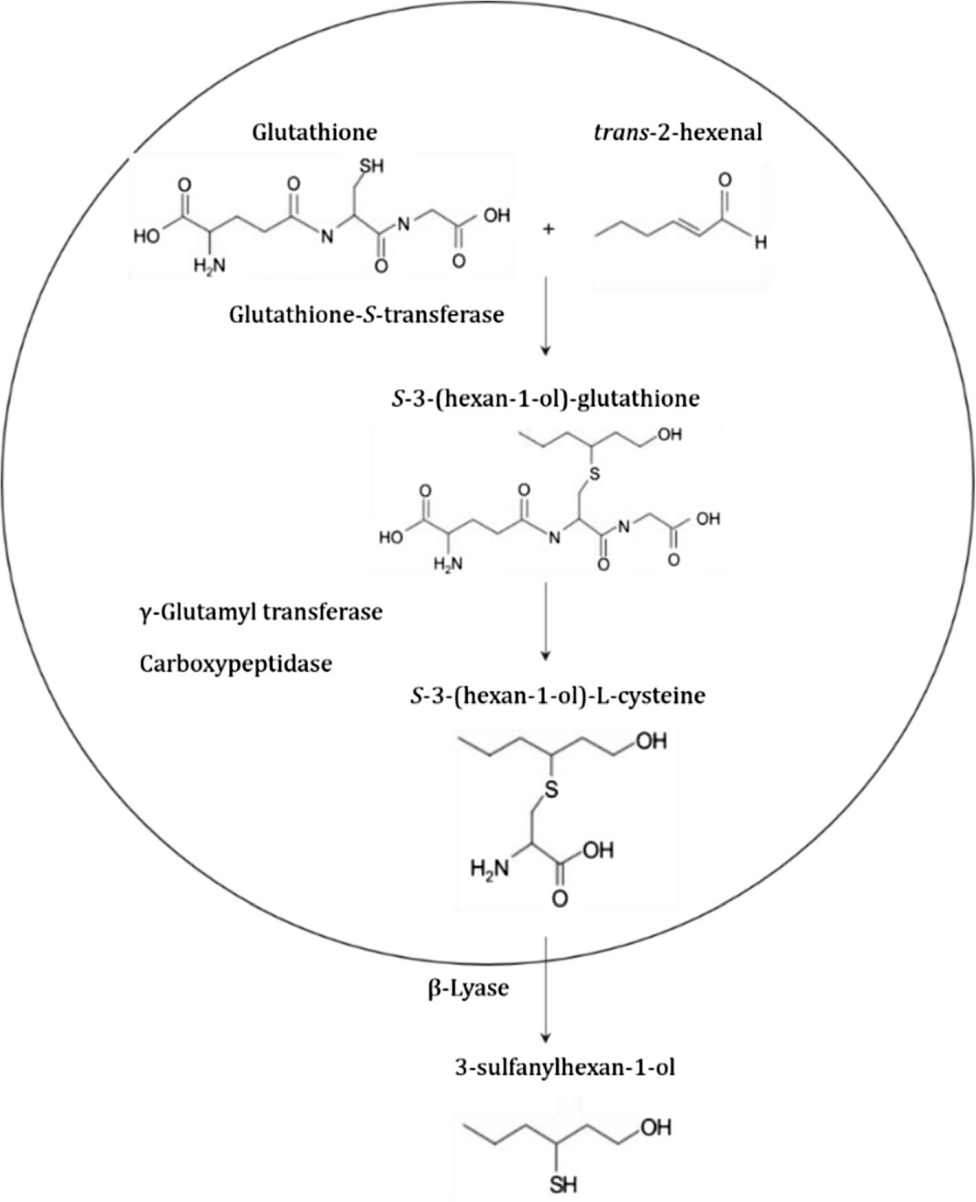
Hypothetical pathway of the glutathionylated precursor (Glut-3SH) and cysteinylated precursor (Cys-3SH) of 3SH in grape berries as described by Kobayashi et al. and Thibon et al. [21, 22]. In the berry, illustrated as a circle, Glut-3SH derives from Glut-3SH-al, which is formed by the combination of the glutathione (GSH) with the *trans*-2-hexenal. In the must, the production of 3-sulfanylhexan-1-ol (3SH) occurs during the alcoholic fermentation by the yeast

In Sauvignon blanc berries and during ripening, the accumulation and the concentration of 4MSP and 3SH precursors largely depend on environmental factors like climate and soil composition [4, 28]. Among the nutrients vines absorbed from the soil, nitrogen (N) greatly influences the content of 4MSP and 3SH in wine and its precursors in grapes [4, 28, 29]. N supply enhances their synthesis and their accumulation in Sauvignon blanc grape berries, musts and wines [28, 29]. However, an increase of precursors levels in grapes and musts is not always correlated with an increase of 3SH content in wine due to nitrogen catabolite repression or other factors (phenols content, sugar level, pH…) during fermentation [30].

In the present study, the effect of vine N status on 4MSP and 3SH content in wines was confirmed. The impact of N status on the accumulation of Glut-3SH and Cys-3SH in grape berries during ripening and in musts was explored. Moreover *VviGST3*, *VviGST4* and *VviGGT* expression profiling was evaluated to determine their responses to N addition and their implication in 3SH synthesis. Furthermore, an identification of potential candidate genes that might be involved in the biosynthetic pathway of 3SH was performed by whole transcriptome shotgun sequencing (RNA-seq).

The objective of this study was to gain a better understanding on 3SH synthesis through monitoring of 3SH precursors genesis in grape berries and musts, 3SH liberation in wine and expression profiling of candidate genes during key stages in grape ripening under different levels of vine N status.

## Methods

### Location, vine material and experimental set up

Experiments were set up in commercial vineyards located in Pessac-Léognan area, Bordeaux, France (Château Couhins) and Sancerre area, France (Domaine Fontaine-Audon). Planting density was 6667 vines ha^−1^ in Château Couhins and 7000 vines ha^−1^ at domaine Fontaine-Audon. The study was performed on Sauvignon blanc vines (*Vitis vinifera* L.) in 2013 and 2014 (clone 316 grafted on Fercal in 2013 and clone 108 grafted on 161–49 C in 2014 in Bordeaux; clone 905 grafted on 3309 C in 2013 and 2014 in Sancerre). Experimental plots were selected for their low N status in previous years (Yeast Available Nitrogen (YAN) < 100 mg L^−1^). On each plot, two treatments were compared: control without fertilization and soil N100: 100 kg per hectare of nitrogen applied to the soil in two applications (bud break and flowering). Each treatment was repeated by means of four randomized replicates of ten vines each. Ammonium nitrate (NH_4_NO_3_) containing 33 % of N was used as fertilizer. Irrigation was managed during the whole season to avoid possible water deficit. In both vineyards, vines were double Guyot trained and all viticultural practices were identical for both modalities. No leaf removal or cluster and shoot thinning were carried out. Approximately 100 fresh berries were randomly collected per treatment from each block at three different developmental stages: mid-veraison (v), mid-ripening (28 days after mid-veraison; v + 28) and ripeness (35 days after mid-veraison; v + 35). Mid-veraison was determined as the time when 50 % of the berries were soft. Berries were cut at the pedicel without wounding berry skin and were frozen immediately in liquid nitrogen, ground and stored at − 80 °C.

### Vine water status

Vine water status was monitored during the season by measuring the leaf water potential with a pressure chamber [31]. Measurements were carried out at midday on three primary leaves per block covered with an opaque plastic bag 1 h prior to measurement [32]. Irrigation was implemented when leaf water potential was close to − 1 MPa, in order to avoid vine water deficit stress.

### Vine vigor

Vine vigor was assessed by measuring primary and secondary leaf areas and yield at harvest. To determine leaf areas, a correlation curve was established between the length of primary and secondary shoots and their corresponding leaf area using a LI-3100 LICOR leaf area meter (Lincoln, Nebraska, USA). Subsequently, the length of all primary and secondary shoots of two vines per replicate was measured and primary and secondary leaf areas were deduced from the correlation obtained between shoot length and shoot leaf area, according to Mabrouk and Carbonneau [33]. Yield was determined for each elementary plot at harvest by weighing all grape bunches of ten vines per replicate.

### Vine and berry nitrogen status

N-tester measurements (N-tester, Norsk Hydro, 00-12 Oslo, Norway) and Yeast Available Nitrogen (YAN) were used to assess vine N status [34]. N-tester measures leaf blade color intensity which is in relation with the chlorophyll concentration and the N status. Measurements were performed on thirty primary leaves in the bunch zone across each block in order to obtain an average value representing vine N status [34, 35]. YAN was assessed in grape juice obtained by pressing approximately 100 berries collected at harvest stage. The juice was analyzed with a Fourier Transform Infra-Red spectrometer (FTIR, WineScan FOSS®, FRANCE, 92000 Nanterre) [36].

### Berry and must composition

Harvest in Bordeaux vineyard occurred on September 23 in 2013 and on September 08 in 2014. In Sancerre, these dates were respectively October 10 in 2013 and September 25 in 2014. One day prior to these dates, approximately 25 berries were collected in liquid nitrogen for primary metabolite analyses and 100 berries were sampled and pressed to obtain grape must. Primary metabolites of berries were extracted from 250 mg of frozen berry material ground to powder, with 80 % ethanol at 80 °C for 15 min followed by two extractions with respectively 50 % ethanol and ultrapure water. Glucose and fructose were assessed using an enzymatic method (glucose/fructose kit from BioSenTec, BioSenTec, F-31000 Toulouse, France). Malic acid was measured using a colorimetric method (Bran and Luebbe TRAACS 800 autoanalyzer, 22844 Norderstedt, Germany).

Grape must was obtained by pressing 100 berries. After centrifugation, it was analyzed using a WineScan™ Auto analyzer (WineScan FOSS®, FRANCE, 92000 Nanterre) according to Destrac et al. [36]. Sugar, total acidity, pH and malic acid contents were measured twice on each sample through two successive determinations.

### Microvinification

Microvinifications were conducted on Sauvignon blanc from each plot in Bordeaux and Sancerre as described [6]. In Bordeaux, one kilogram of grapes were pressed manually and in Sancerre, 20 kg of grapes were pressed with a small wine press (Socma, 11100 Narbonne, France). In Bordeaux and Sancerre, must was inoculated with X5 yeast strain (ZYMAFLORE X5 - Laffort, final concentration of 20 mg mL^−1^) and fermentations were carried on 100 mL and 5 L of must respectively at 20 °C.

### Quantification of 4MSP and 3SH in wines

For 50 mL of centrifuged wine, 2 mM of *p*-hydroxymercuribenzoate diluted in 0.1 M Tris and 50 μL of internal standard mix (6-sulfanylhexanol: 6SH, 30 μmol L^−1^, and 4-methoxy-2-methyl-2-sulfanylbutan: MMSB, 30 μmol L^−1^) were added successively. Sample pH was adjusted to 7.0 (with concentrated NaOH solution), and then purified on an ion exchange resin (Dowex 1, Sigma; 1x2-100) previously activated for 15 min with HCl (0.1 M) and washed with water until its pH reached a value of 5.0. The resin was washed with an acetate buffer (50 mL, 0.1 M, pH 7.0) and subsequently thiols were eluted by a cysteine buffer (50 mL, 10 g L^−1^, pH 7). The flow-through was collected, mixed with 500 μL of ethyl acetate and volatile thiols were extracted twice with dichloromethane (4 mL than 3 mL). The organic phase containing thiols was dried with anhydrous sodium sulfate and then concentrated to obtain a final volume of 50 μL. Samples were analyzed by gas chromatography coupled to mass spectrometry (GC-MS) as described [37].

### Extraction and quantification of 3SH precursors from berries and grape musts

The extraction and the quantification of 3SH precursors in grape berries and musts was performed as described [38]. In brief, the purification was carried on a mix of 1 mL of grape juice obtained by defrosting of 2 g of frozen berry powder in the presence of sulfur dioxide (200 mg L^−1^) or directly from grape must, 1 mL of water and a final concentration of 50 μg L^−1^ of the internal standard solution containing a deuterated form of the glutathionylated *S*-conjugate of 3SH ((3-*S*-hexan-1-ol)-glutathione-d_3_) percolated through a SPE columns (LC-18 500 mg 6 mL, Supelco France, Saint Germain-Laye, France). Precursors were eluted with 3 mL of methanol/water (30/70; v/v) in hemolysis tubes. The flow-through was subsequently evaporated and residues were dissolved in 700 μL of aqueous formic acid solution (0.1 %). Quantification was done using an Accela UHPLC (Thermo Fisher Scientific) connected in series to an Exactive (Thermo Fisher Scientific, Bremen, Germany) mass spectrometer equipped with a heated ESI ion source (LC-ESI-MS). The separation was performed on a Synchronis aQ column (100 × 2.1 mm i.d., 1.7 μm, Synchronis aQ, Thermo Scientific, Bremen, Germany) with a flow rate of 300 μL min^−1^ of solvent A (0.1 % aqueous formic acid) and solvent B (0.1 % formic acid in acetonitrile). The ion source was operated in the positive ion mode at 3.5 kV.

### RNA extraction and gene expression analysis

Total RNAs were isolated according to Reid et al. [39] from 1 g of grounded frozen berries from Bordeaux in 2013 and 2014. Traces of genomic DNA were removed by a DNAse I treatment according to the manufacturer’s instructions (Ambion TURBO DNA-free DNase, Life Technologies). RNAs were quantified using a Nanodrop 2000c spectrophotometer (Thermo Scientific) and checked for integrity on an 1.8 % agarose gel. For cDNA synthesis, 1.5 μg of total RNA were reverse transcribed with OligodT primers in an 20 μL reaction mixture using SuperScript III reverse transcriptase (Invitrogen) according to the manufacturer’s instructions.

Relative transcript quantification of *VviGSTs, VviGGT* and *VviNiR *genes was achieved by quantitative real-time PCR using a CFX96 Real-Time PCR Detection system (Bio-Rad). PCR conditions and specific oligonucleotide primer pairs were those from Kobayashi et al. [27] and Guillaumie et al. [40]. The amplification efficiencies were determined by serial dilutions and normalized expression of each gene was calculated using the Bio-Rad CFX Manager software. Amplifications of the *VviGAPDH* and *VviActin* genes were used for normalization by comparing the cycle threshold of the target gene with those of standard genes. All experiments were performed with three biological replicates and two technical replicates.

### RNA-seq library construction and sequencing

Grape berry mRNA was purified using oligo (dT) magnetic beads and fragmented using divalent cations at 94 °C for 8 min. mRNA was cleaved into short fragments of about 200 bp and double strand cDNA was synthetized using random primers and DNA polymerase I. The double stranded cDNA fragments were blunted using T4 DNA polymerase, Klenow DNA polymerase and T4 PNK. A single ‘A’ nucleotide was added to the 3’ ends of the blunt DNA fragments using a Klenow fragment enzyme. Sequencing adaptors were ligated to the fragments that were enriched by PCR amplification (TruSeq™ RNA Sample Preparation v2 kit, Illumina Inc.). Surplus PCR primers were removed by purification using AMPure XP beads (Agencourt Biosciences Corporation). DNA libraries were checked for quality and quantified using 2100 Bioanalyzer (Agilent). The grape berry cDNA library products were ready for sequencing analysis via Illumina Hiseq 2500. The RNA-seq library construction and sequencing was realized by the platform “Biopuces et Sequençage” in Strasbourg, France.

### Analysis of Illumina reads

Reads were mapped onto the 12X assembly of the *Vitis vinifera* genome (http://genomes.cribi.unipd.it/DATA/GENOME_12X/Genome12X.tar.gz), using TopHat v2.0.10 [41] and the Bowtie2 v2.1.0 aligner [42]. Only uniquely aligned reads have been retained for analysis. Quantification of gene expression was performed using HTSeq v0.5.4p3 [43] with the intersection nonempty mode and CRIBI V1 annotations. The gene expression level was calculated by using RPKM (reads per exon kilo base per million mapped sequence reads).

Statistical analysis was performed using the method proposed by Love et al. [44] and implemented in the DESeq2 Bioconductor library (DESeq2 v1.0.19). Adjustment for multiple testing was performed with the Benjamini and Hochberg method [45]. The log_2_(Fold-Change) (LFC) was estimated using the method proposed by Love et al. [44]. Genes of interest were defined by their bin code from Ath_AGI_TAIR9_Jan2010 using MapMan interface [46]. Best identity descriptions of genes were defined from annotation results available on the CRIBI website (http://genomes.cribi.unipd.it/DATA) and from Ath_AGI_TAIR9_Jan2010 using MapMan interface. Differentially expressed genes with a *p* value ≤ 0.05 and an absolute value of LFC ratio ≥ 0.6 were used as the thresholds to judge the significance of gene expression difference. Three biological replicates for each condition were included in this analysis. The RNA-seq dataset was deposited in the Gene Expression Omnibus (GEO), National Center for Biotechnology Information (NCBI) under the accession number GSE77895.

### Statistical analysis

Statistical analysis were conducted using the statistical package of the R software (R Development Core team, 2010). All the data are expressed as the mean average ± standard error (SE) from four biological replicates for metabolites measurements and from three biological replicates and two technical replicates for gene expression profiling. Statistical significance was analyzed with Student’s *t* test. A value of *p* value ≤ 0.05 was considered to indicate statistical significance.

## Results

### Vine water status

The aim of this experimentation was to study the direct effect of N status on aroma potential without interference of water deficit. Irrigation was implemented to avoid water deficit stress. Vine water status was assessed during both seasons from July through September, by measuring stem water potential using a pressure chamber [32]. Stem water potential values for both vineyards are shown in Fig. 2.

**Fig. 2:**
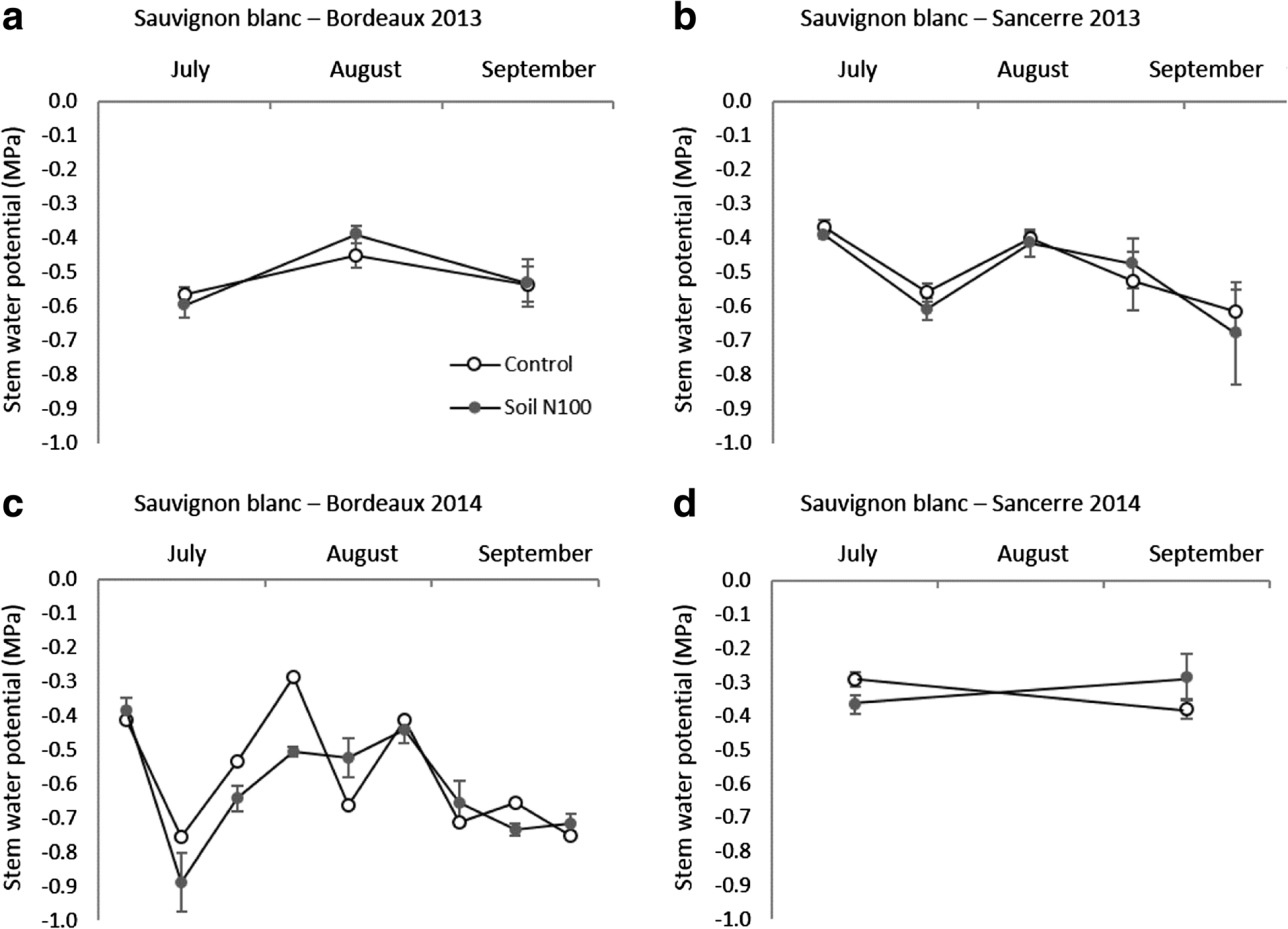
Stem water potential (MPa) as an indicator of vine water status, measured in Bordeaux (**a** and **c**) and Sancerre (**b** and **d**) in 2013 and 2014. All data are presented as the mean of four biological replicates. Error bars indicate Standard Error (SE)

In 2013, stem water potential values ranged between − 0.7 MPa and − 0.3 MPa and so did not exceed the threshold for water deficit of − 1 MPa. In 2014, stem water potential values ranged between − 0.95 MPa and − 0.2 MPa in Bordeaux and − 0.45 MPa and − 0.3 MPa in Sancerre. Hence, vines did not face water deficit, which allowed us to study the influence of N fertilization without interference with water stress.

### Vine vigor

N supply could enhance vegetative growth and increase leaf area and yield. To limit a possible impact of N supply on vine vigor, the fertilization was fractionated into two doses for the soil N100 treatment and it was applied late in the season (at budbreak and at bloom). Vine vigor was estimated by measuring primary and secondary leaf areas at shoot growth cessation and by yield assessment at harvest (Table 1).

**Table 1:** The influence of N supply on primary and secondary leaf areas (m^2^ vine^−1^) measured at shoot growth cessation and yield (kg vine^−1^) determined at harvest in 2013 and 2014

	Bordeaux			Sancerre		
	Primary leaf area	Secondary leaf area	Yield	Primary leaf area	Secondary leaf area	Yield
2013						
Control	1.11 ^a^	1.02 ^a^	1.18 ^a^	1.59 ^a^	0.59 ^a^	1.44 ^a^
Soil N100	1.18 ^a^	1.30 ^a^	1.24 ^a^	1.69 ^a^	0.95 ^b^	1.47 ^a^
2014						
Control	1.06 ^a^	1.21 ^a^	1.24 ^a^	1.63 ^a^	0.56 ^a^	2.57 ^a^
Soil N100	1.18 ^a^	1.43 ^a^	1.10 ^a^	1.76 ^b^	1.37 ^b^	2.39 ^a^

Values are means of four replicates. In case of significant differences between the two treatments, different letters within the same parameter indicate significant differences. Statistical significance was determined by Student’s *t* test (*p* value ≤ 0.05)

In Bordeaux, in both years, primary leaf areas for the control and for the soil N100 treatment were similar. No differences were recorded for secondary leaf area in this region either. In Sancerre, N supply did not influence primary leaf area in 2013 while it was slightly increased in 2014. Furthermore, a difference was observed for secondary leaf area in this region in both years. Soil N100 treatment developed greater leaf area compared to the control.

Yields at harvest were determined for both treatments in both vineyards. For each year and location, no significant differences of yield were observed between the N100 treatment and the control (Table 1).

Hence, vine N status did not modify vine vigor in the Bordeaux experiment in both years. In the Sancerre experiment, vine vigor was slightly increased, as shown by a greater secondary leaf area in the soil N100 treatment compared to the control in both years.

### Vine and berry nitrogen status

Vine and berry N status were assessed in order to check if this nutrient was correctly assimilated in the fertilized vines. Vine N status determined by N-tester measurements was higher for soil N100 treatment compared to the control during the whole season in both regions and years (Fig. 3). Differences were statistically significant for all measurements.

**Fig. 3:**
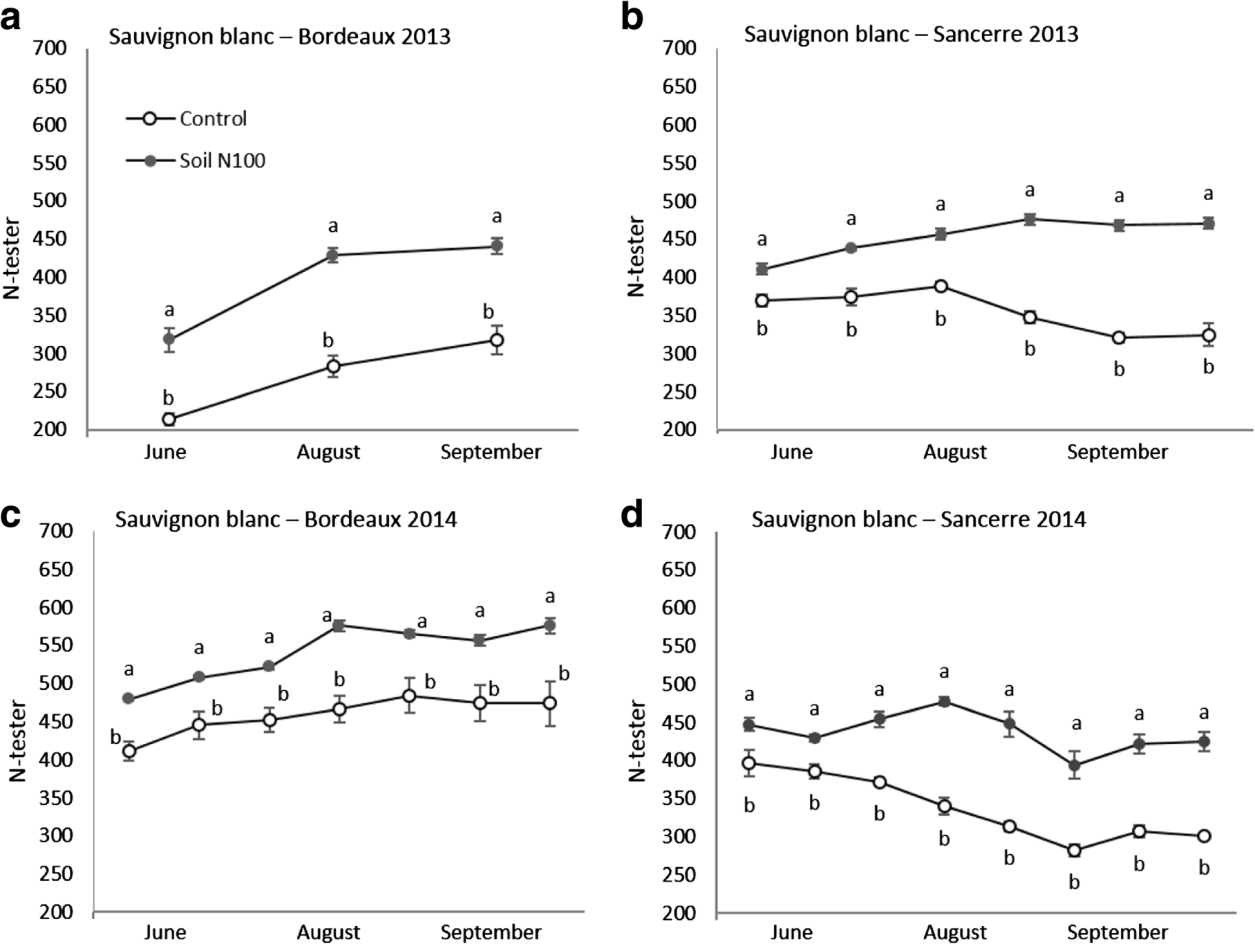
N-tester measurements, as an indicator of vine nitrogen status in Bordeaux (**a** and **c**) and Sancerre (**b** and **d**) vineyards in 2013 and 2014. This device measures the intensity of the leaf blade color which is in relation with chlorophyll content. All data are presented as the mean of four biological replicates. Different letters indicate significant differences. Error bars indicate Standard Error (SE). Statistical significance was determined by Student’s *t* test (*p* value ≤ 0.05)

Differences among treatments were confirmed by YAN measurements prior to commercial harvest. In both years and locations, YAN was always significantly higher in the N100 treatment compared to the control (Fig. 4).

**Fig. 4:**
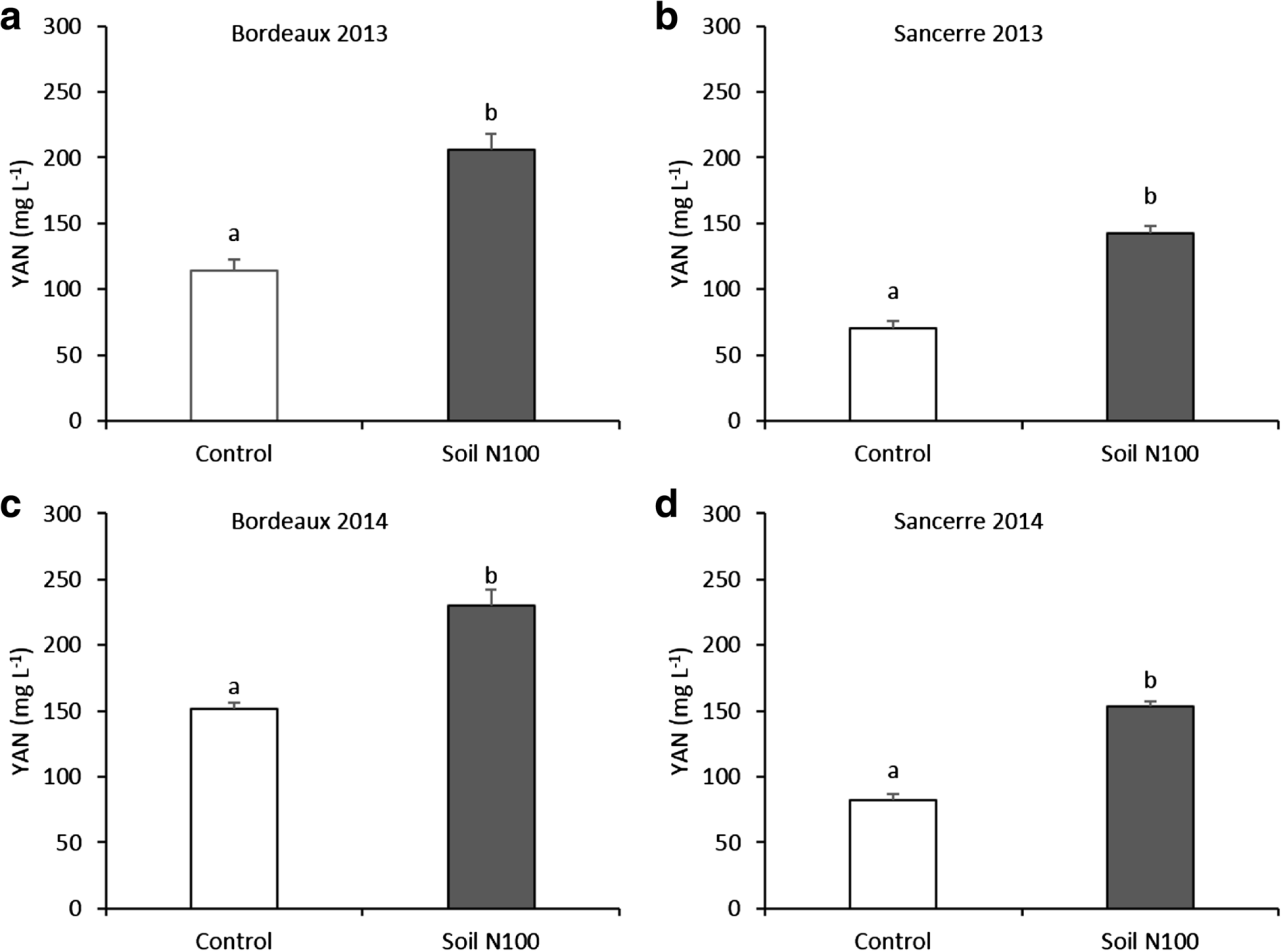
Yeast Available Nitrogen (YAN) determined for each plot in 2013 and 2014 prior to commercial harvest (mg L^−1^). All data are presented as mean of four biological replicates. Different letters indicate significant differences. Error bars indicate Standard Error (SE). Statistical significance was determined by Student’s *t* test (*p* value ≤ 0.05). The white and grey bars represent the control and the soil N100 treatment respectively

### Grape berries maturity and must composition

The effect of N supply on Sauvignon blanc grape berry and must composition was investigated to determine if the rate of maturity of berries was affected by the fertilization (Table 2). Grape maturity was estimated by measuring berry weight, sugars (glucose and fructose) and malic acid content at ripeness.

**Table 2:** Nitrogen effect on berry weight (in gberry^−1^), sugars (glucose and fructose) and malic acid contents (in mg g^−1^ of fresh material) measured just prior to harvest

	Bordeaux				Sancerre			
	Berry weight	Glucose	Fructose	Malic acid	Berry weight	Glucose	Fructose	Malic acid
2013								
Control	1.62 ^a^	112.8 ^a^	111.1 ^a^	4.3 ^a^	1.49 ^a^	100.6 ^a^	96.4 ^a^	3.1 ^a^
Soil N100	1.79 ^b^	98.4 ^b^	97.2 ^b^	5.1 ^b^	1.59 ^a^	106.4 ^a^	105.4 ^a^	3.9 ^b^
2014								
Control	2.26 ^a^	82.9 ^a^	81.1 ^a^	3.4 ^a^	1.89 ^a^	82.2 ^a^	76.6 ^a^	4.2 ^a^
Soil N100	2.18 ^a^	79.1 ^a^	77.5 ^a^	4.4 ^b^	1.96 ^a^	83.9 ^a^	78.9 ^a^	4.6 ^b^

Values are means of four replicates. In case of significant differences between the two treatments, different letters within the same parameter indicate significant differences. Statistical significance was determined by Student’s *t* test (*p* value ≤ 0.05)

In the present study, vine N status did not effect berry weight except for Bordeaux in 2013 where berry weight was higher in the soil N100 treatment (Table 2). It should be noted that this difference, although statistically significant, is not relevant from an enological point of view. The concentration of berry sugars (glucose and fructose) were similar among the two treatments, except in Bordeaux in 2013 where a difference of approximately 15 mg L^−1^ of glucose and fructose was observed between the control and the fertilized modality. Malic acid was always lower in the control compared to N100 treatment. Differences ranged from 0.4 mg g^−1^ (Sancerre 2014) to 1.0 mg g^−1^ (Bordeaux 2014).

The effect of N addition on sugar and malic acid content, pH and acidity was also measured in grape must just prior to commercial harvest (Table 3). No effect of N fertilization was noticed on sugar level in Bordeaux in 2013 and Sancerre in 2014. A decrease of 16 g L^−1^ and 5 g L^−1^ in sugar content was observed in soil N100 treatment in Bordeaux in 2014 and Sancerre in 2013 respectively. pH was not impacted by the fertilization and only in Bordeaux in 2014 an increase of 0.6 g tartrate eq. L^−1^ in total acidity was observed. In Bordeaux in both years and in Sancerre in 2014, malic acid concentration was higher in berries harvested in soil N100 treatment. In Bordeaux, differences in malic acid level between the two treatments were in the order of 1.3 g L^−1^ and 0.7 g L^−1^ in 2013 and 2014 respectively while in Sancerre in 2014, an increase of 0.4 g L^−1^ was measured in the N100 treatment. Grape ripening was delayed by N fertilization, as shown by decreased sugar concentrations and/or increased malic acid concentrations. However, although these differences are statistically significant, they correspond to a delay in ripeness of only 2–4 days, depending on location and year. Difference did not seem great enough to justify different sampling dates for maturity for the control versus the soil N100 treatment.

**Table 3:** The effect of nitrogen addition on sugar level (g L^−1^), Total Acidity (g tartrate eq. L^−1^), pH and malic acid content (g L^−1^) in grape musts prior to harvest in 2013 and 2014

	Bordeaux				Sancerre			
	Sugar	Total Acidity	pH	Malic acid	Sugar	Total Acidity	pH	Malic acid
2013								
Control	193 ^a^	10.9 ^a^	2.99 ^a^	4.7 ^a^	205 ^a^	7.9 ^a^	3.17 ^a^	3.8 ^a^
Soil N100	174 ^a^	11.7 ^a^	3.01 ^a^	6.0 ^a^	190 ^b^	7.6 ^a^	3.20 ^a^	3.8 ^a^
2014								
Control	204 ^a^	10.8 ^a^	3.08 ^a^	5.1 ^a^	205 ^a^	9.0 ^a^	3.05 ^a^	4.6 ^a^
Soil N100	198 ^b^	11.4 ^b^	3.10 ^a^	5.8 ^b^	204 ^a^	9.4 ^a^	3.07 ^a^	5.1 ^b^

Values are means of four replicates. In case of significant differences between the two treatments, different letters within the same parameter indicate significant differences. Statistical significance was determined by Student’s *t* test (*p* value ≤ 0.05)

### Nitrogen effect on thiol level in wines

The effect of N fertilization on 3SH and 4MSP in Sauvignon blanc wine from Bordeaux and Sancerre was investigated in 2013 and 2014 (Fig. 5). Higher levels of 3SH were recorded in 2013 compared to 2014 in both vineyards. The concentration of 3SH was particularly high in Sancerre in 2013, where it reached 2198 ng L^−1^ for the soil N100 treatment versus 570 ng L^−1^ in Bordeaux for the same modality. As for 3SH, 4MSP level was the highest in Sancerre in 2013 where concentrations ranged between 110 and 115 ng L^−1^.

**Fig. 5:**
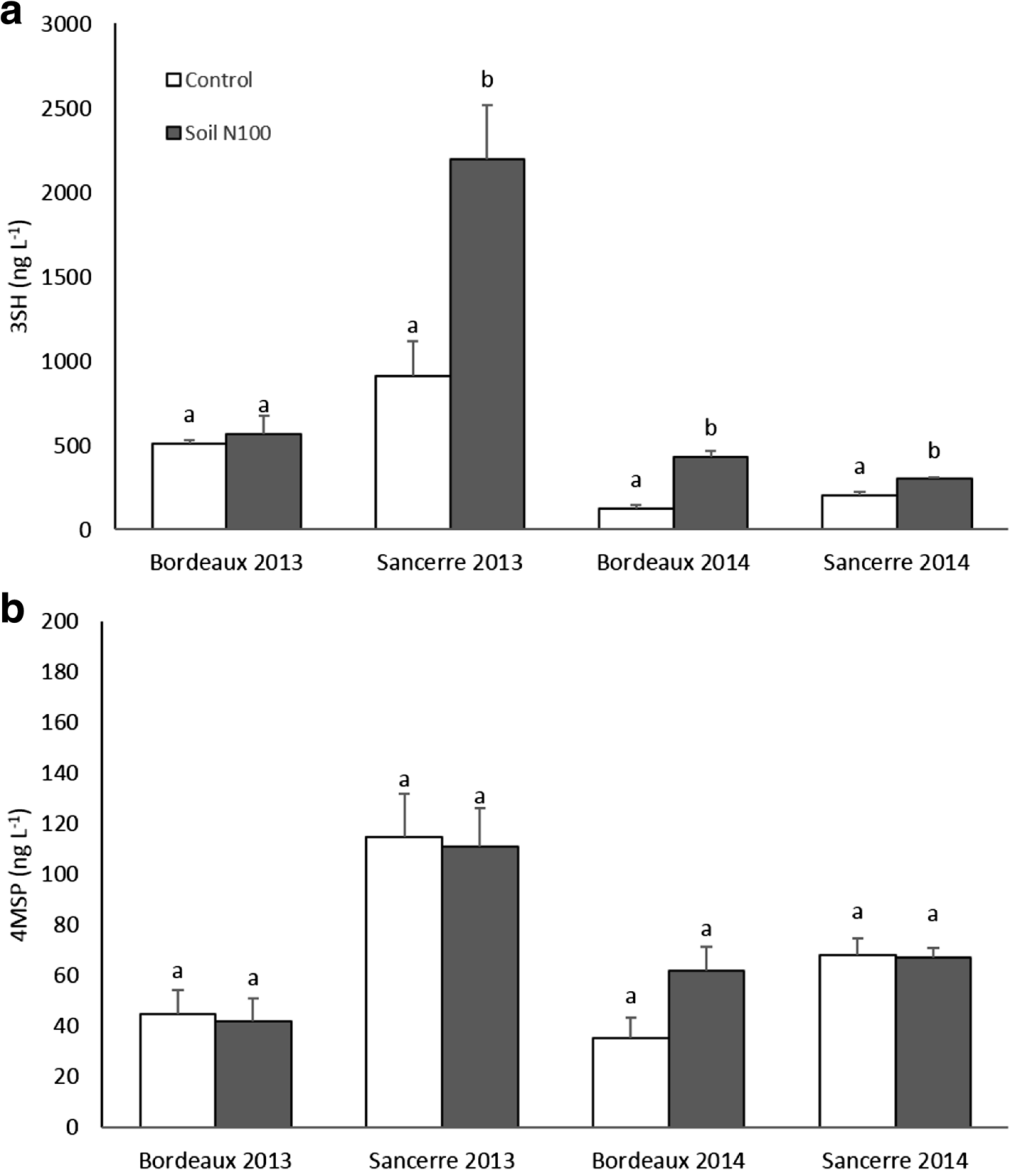
Effects of nitrogen supply on the level of (**a**) 3SH (ng L^−1^) and (**b**) 4MSP (ng L^−1^) in wines made by small-scale vinifications. All data are presented as mean of four biological replicates. Different letters indicate significant differences. Error bars indicate Standard Error (SE). Statistical significance was determined by Student’s *t* test (*p* value ≤ 0.05)

Concerning the impact of N supply on these volatile thiols, wines made from berries grown on fertilized vines had higher 3SH concentration than those made from berries grown on non-fertilized vines, although this difference was not significant in Bordeaux in 2013 (Fig. 5a). For example, compared to control plants, 3SH level in the soil N100 treatment was 2.5-fold higher in Sancerre in 2013 (2198 ng L^−1^ versus 911 ng L^−1^), 1.5-fold higher in Sancerre in 2014 (299 ng L^−1^ versus 201 ng L^−1^) and 3.5-fold higher in Bordeaux in 2014 (429 ng L^−1^ versus 123 ng L^−1^). No significant differences were observed on 4MSP levels between the two treatments in all combinations. Hence, vine N status does not influence 4MSP contents in Sauvignon blanc wines (Fig. 5b). For this reason, 4MSP and its precursors were not further investigated in this study.

### Nitrogen effect on Glut-3SH and Cys-3SH contents in grape berries

To determine the effect of N supply on the glutathionylated (Glut-3SH) and the cysteinylated (Cys-3SH) precursors of 3SH in Sauvignon blanc berries, their content in the control and in the soil N100 treatment was monitored during three developmental stages, at mid-veraison (v), mid-ripening (v + 28) and ripeness (v + 35) (Fig. 6).

**Fig. 6:**
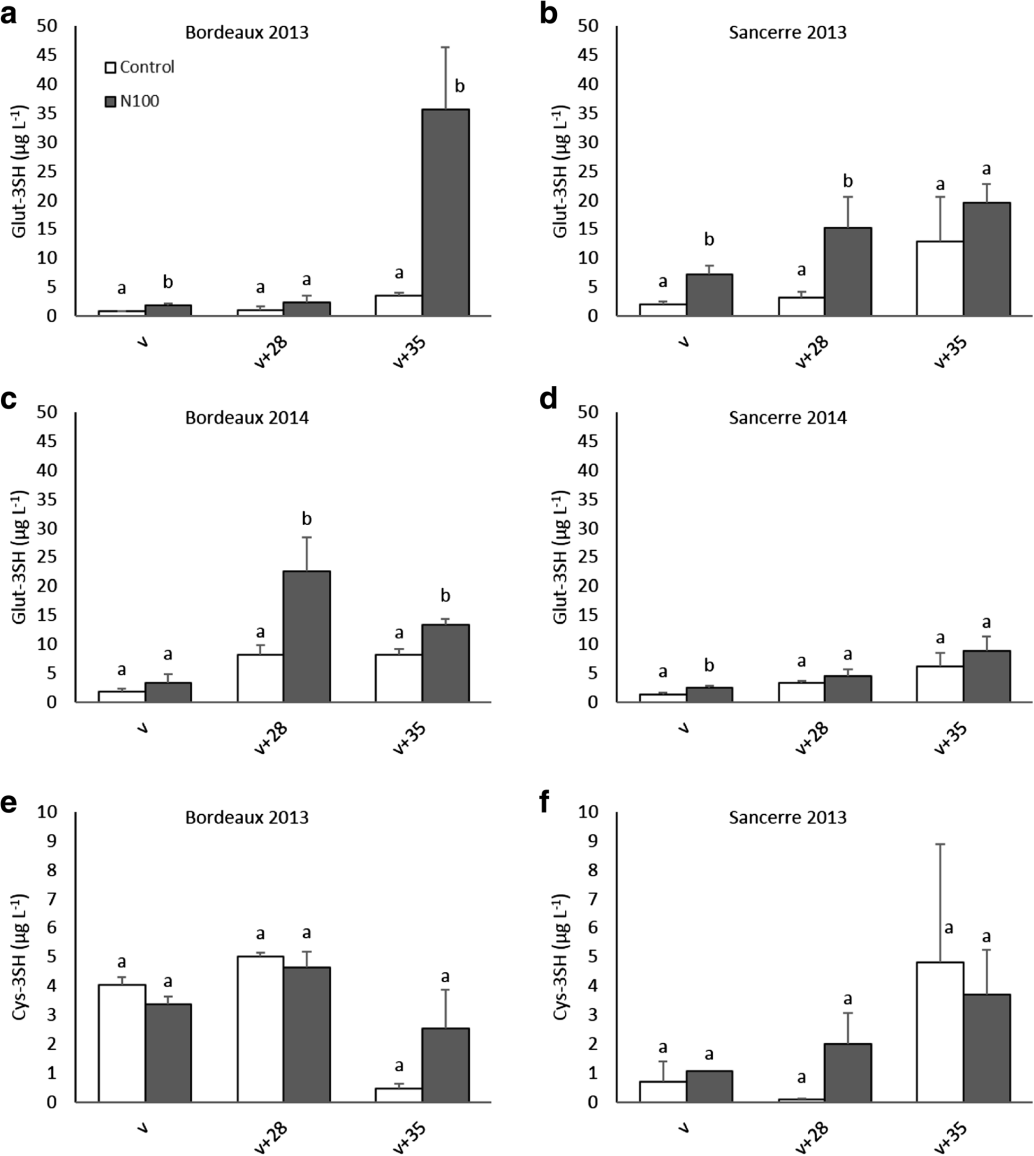
Effects of nitrogen supply on the amount of Glut-3SH (**a** - **d**) and Cys-3SH (**e** and **f**) (μg L^−1^) in grape berries at (v), (v + 28) and (v + 35). All data are presented as mean of four biological replicates. Different letters indicate significant differences. Error bars indicate Standard Error (SE). Statistical significance was determined by Student’s *t* test (*p* value ≤ 0.05)

Glut-3SH concentration increased during berry ripening and reached a peak at (v + 35) except for Bordeaux in 2014 where the highest value was attained at (v + 28). Glut-3SH content was related to vine N status. Although statistically not always significant, Glut-3SH level was in general higher in the soil N100 treatment compared to the control in all combinations (Fig. 6a–d). For example in Bordeaux in 2013 at (v + 35), Glut-3SH content was 10-fold higher in the N100 treatment (35.75 μg L^−1^ versus 3.5 μg L^−1^ respectively, Fig. 6a) than in the control. In the same year in Sancerre at (v + 28), the content of the glutathionylated precursor in the N100 treatment was 5-fold higher than in the control (3.1 μg L^−1^ versus 15.2 μg L^−1^, Fig. 6b).

Cys-3SH was only detectable in Bordeaux and Sancerre in 2013 (Fig. 6e–f). In 2014 in both areas, its level was below the detection limits of the method (LOQ = 0.5 μg L^−1^). The concentration of Cys-3SH was relatively low and stable in the subsequent developmental stages. Moreover the content of this molecule was similar between the control and the soil N100 treatment, indicating that vine N status did not influence Cys-3SH content in Sauvignon blanc grape berries.

### Nitrogen effect on Glut-3SH and Cys-3SH contents in musts

Analyzing 3SH precursors in grape musts is important due to the fact that those precursors will be transformed in 3SH during the alcoholic fermentation. Several enological techniques like destemming, crushing, pressing and clarification may influence their level during must preparation before fermentation. The glutathionylated and the cysteinylated precursors of 3SH were assessed in Bordeaux and Sancerre Sauvignon blanc musts at harvest in 2013 and 2014 (Fig. 7). Compared to berries, concentrations of Glut-3SH and Cys-3SH were approximately 20-fold higher in the corresponding must demonstrating that important amounts of precursors in the must are synthesized during the pre-fermentation operations. Differences may also result from the technology of grape processing: immediate freezing in liquid nitrogen for grape berries versus pressing at room temperature to obtain grape must or from the way of grape pressing. Musts from Sancerre were in most cases richer in these precursors compared to musts from Bordeaux.

**Fig. 7:**
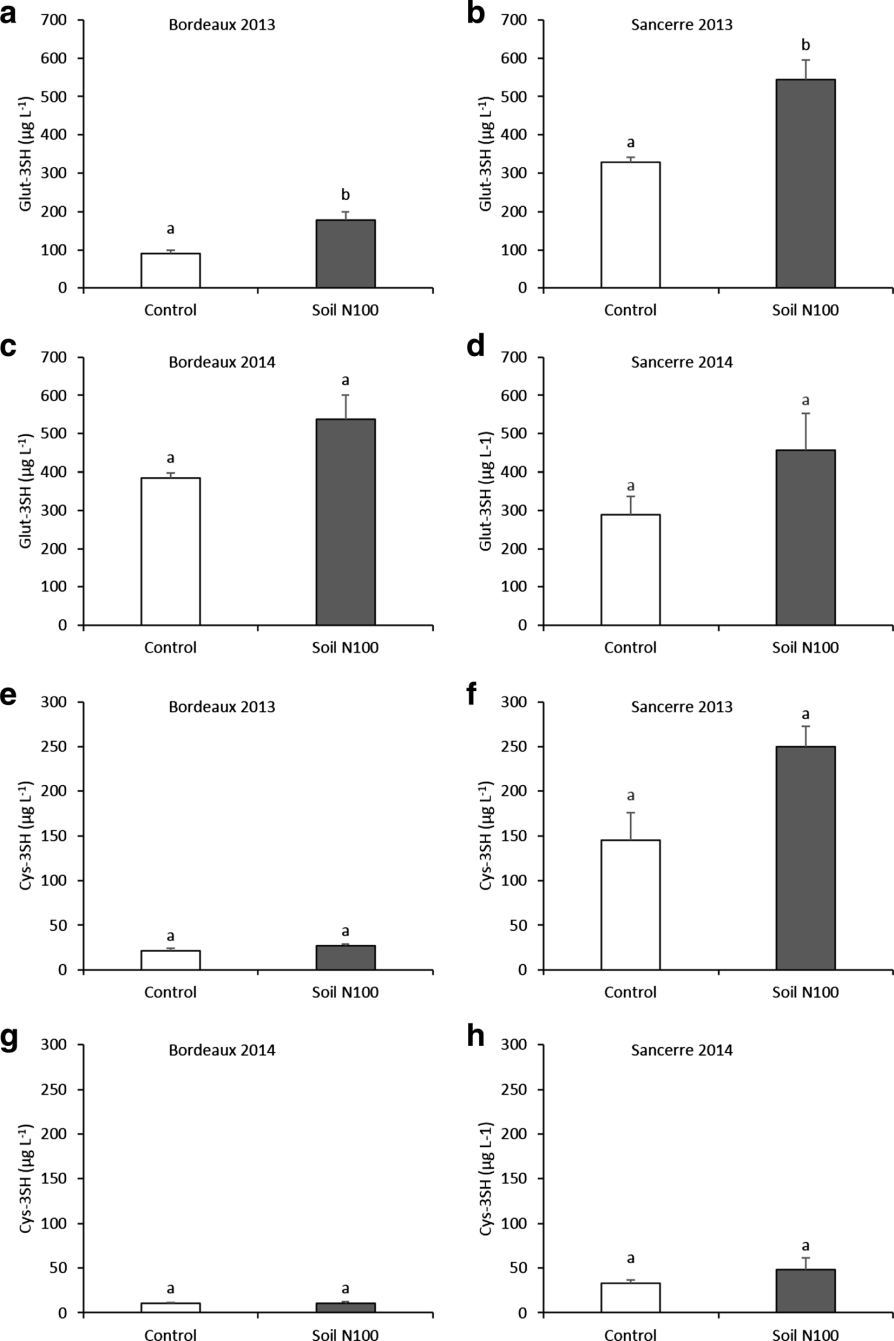
Effect of nitrogen supply on the level of Glut-3SH (**a** - **d**) and Cys-3SH (**e** - **h**) (μg L^−1^) in grape musts. All data are presented as mean of four biological replicates. Letters indicate significant differences. Error bars indicate Standard Error (SE). Statistical significance was determined by Student’s *t* test (*p* value ≤ 0.05)

The fertilization led to a significant increase in the concentration of Glut-3SH in 2013 in both vineyards (Fig. 7a–b). Levels of Glut-3SH in the control were in order of 91 μg L^−1^ in Bordeaux and 328 μg L^−1^ in Sancerre and they increased to 178 μg L^−1^ and 544 μg L^−1^ respectively in the soil N100 treatment. In 2014 in both regions, only a trend for a higher Glut-3SH content was observed in the must from high N vines (Fig. 7c–d).

Levels of Cys-3SH were lower compared to Glut-3SH, which confirmed an earlier observation [47–49]. In both years, vine N status did not affect Cys-3SH level (Fig. 7e–h). In Bordeaux, Cys-3SH content ranged between 21 μg L^−1^ and 27 μg L^−1^ in 2013 while in 2014 it was in the order of 11 μg L^−1^. In Sancerre, Cys-3SH level was particularly high in 2013 where values ranged between 145 μg L^−1^ and 250 μg L^−1^. In the same year, the 3SH content in Sancerre wines was very high, which confirms a positive relation between the abundance of the precursors in the must and the abundance of the corresponding thiol in the wine. In 2014, the concentration of this molecule was in the same range as in Bordeaux with values comprised between 30 and 45 μg L^−1^.

These results showed that higher vine and berry N status increased the content of the glutathionylated precursor of 3SH in Sauvignon blanc grapes and musts while the concentration of the cysteinylated precursor was not affected.

### Gene expression from the 3SH pathway and their response to nitrogen fertilization

In a study published in 2011 [27], Kobayashi et al. described two genes, *VviGST3* and *VviGST4*, from the family of the glutathione-*S*-transferases, as essential genes in the biosynthetic pathway of 3SH. These genes are responsible for the addition of the glutathione to the *trans*-2-hexanal to produce the Glut-3SH. Another gene, *VviGGT*, responsible for the conversion of Glut-3SH to Cysgly-3SH, an intermediate precursor, was also identified [27]. The expression profile of these three genes and of *VviNiR*, a gene from the N assimilation pathway at vine roots level which serves as a positive control for vine N status [50], was determined in Sauvignon blanc berries from Bordeaux at different developmental stages (Fig. 8).

**Fig. 8:**
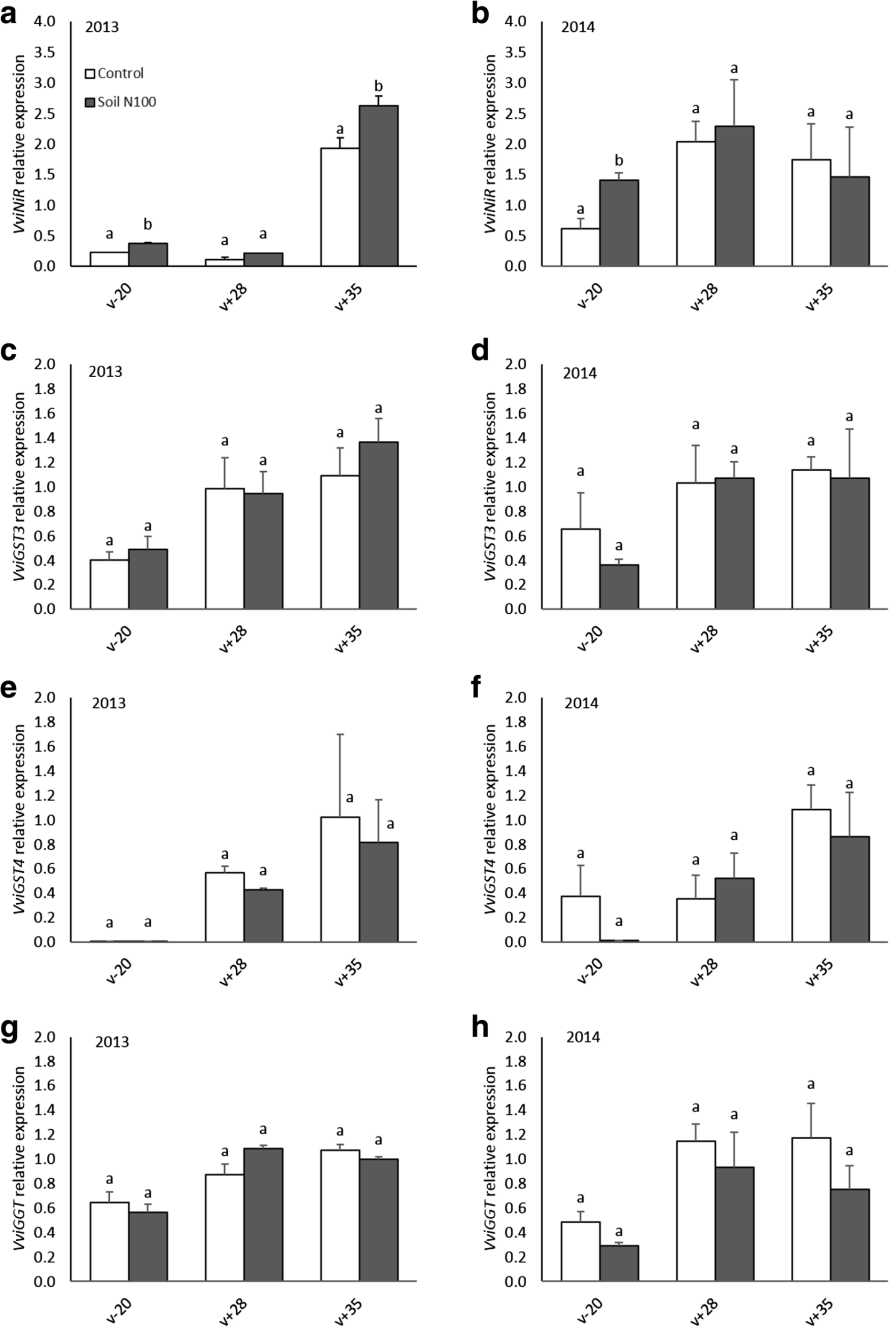
Changes in relative transcript levels of genes of *VviNiR*, *VviGST3, VviGST4* and *VviGGT* in grape berries throughout their development in the Bordeaux experimental site. Transcript levels were analyzed by real-time PCR and are shown relative to expression of *VviGAPDH* and *VviActin* in each sample. All data are presented as mean of three biological replicates and two technical replicates. Letters indicate significant differences. Error bars indicate Standard Error (SE). Statistical significance was determined by Student’s *t* test (*p* value ≤ 0.05). The white and grey bars represent the control and the soil N100 treatment respectively. (v-20), 20 days before mid-veraison; (v+28), mid-ripening; (v+35), ripeness

The *VviNiR* expression profile increased in 2013 during ripening and reached a maximum at (v + 35) stage. N supply resulted in an increasing of *VviNiR* transcript levels and differences were statistically significant at (v-20), an early developmental stage and at (v + 35) (Fig. 8a). In 2014, the expression of *VviNiR* increased with berry development and peaked at (v + 28). As for 2013, N increased transcript abundance of this gene mainly at (v-20) (Fig. 8b).

*VviGST3* and *VviGST4* expression profiles were also studied during grape ripening. In 2013 and 2014, for both treatments, the relative expression of *VviGST3* increased during ripening. It was 3-fold higher at (v + 35) compared to (v-20) (Fig. 8c–d). As for *VviGST3*, *VviGST4* had the same profile in 2013 and 2014 when its expression increased during the season (Fig. 8e–f). The transcript abundance of *VviGGT* was also similar in both years. It was low at (v-20) compared to the two other stages where it was to a large extent stable: the expression of *VviGGT* was 2-fold higher at (v + 35) compared to (v-20) (Fig. 8g–h). No significant differences were observed in the expression of *VviGST3, VviGST4* and *VviGGT* genes between the control and the soil N100 treatment at all stages in both years.

Furthermore, the expression profiles of these genes were also investigated in the RNA-seq data. 

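RNA from berries of the Bordeaux site was sequenced for 3 biological replicates of the control and 3 of the soil N100 treatment at (v + 28) and at (v + 35), in 2013 and in 2014, which gave 24 libraries. The clone and the rootstock differed between the years. The authors aligned the reads to the 12X grapevine assembly with TopHat2 and Bowtie2, counted uniquely aligned reads per gene with HTSeq and deposited expression as RPKM (reads scaled to the length of the gene and to the size of the library). The deposited values covered 25951 genes in 2013 and 26123 in 2014, and 99.99% and 99.98% of these values corresponded to a whole number of reads within 0.01 reads. In 2013 at (v + 28) the reads in these genes were 28.9 to 34.4 M reads per control library (median 33.9) and 42.5 to 52.2 M per soil N100 library (median 47.3), so that every soil N100 library was deeper than every control library. At (v + 35) in 2013 they were 28.3 to 59.3 M (median 32.2) and 29.7 to 57.0 M (median 45.4). In 2014 at (v + 28) they were 44.5 to 54.6 M (median 47.8) and 47.8 to 49.6 M (median 48.1), and at (v + 35) 44.7 to 72.3 M (median 49.3) and 44.1 to 56.1 M (median 46.6). Within each group the log2 values of the libraries correlated pairwise with r from 0.9699 to 0.9956 across genes. Each year was fitted apart with limma on log2(RPKM + 0.5), over its 12 libraries and the 17298 (2013) or 17171 (2014) genes with a mean of at least 0.5 RPKM. A gene was called up- or down-regulated at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change (LFC, soil N100 against control) of at least 0.6 in size, the thresholds of the paper. The mean LFC over both stages of a year was estimated in the same model and was added after the data had been seen. It takes the libraries of the stages as independent, and of its 347 calls in 2013 and 7 in 2014 only 11 and 2 remained when the 2 libraries of a treatment and number were averaged first, so calls over both stages depend on this. With 3 libraries against 3, an exact permutation test of a single gene cannot fall below 0.1. Descriptions of genes were taken from the tables of the paper, whose genes were chosen on these samples, so the counts given per gene family are not independent evidence of a direction. Of the tested genes that the paper lists at a stage, 369 of 382 at (v + 28) and 288 of 313 at (v + 35) in 2013 had no overlap between the libraries of the treatments. In 2014 the shares were 21 of 21 and 19 of 19. A lack of overlap in a gene at a stage where the paper lists it is therefore no independent support.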

In 2013, the expression profile of *VviNiR* (*VIT_03s0063g00370*) was modified in response to nitrogen (LFC 0.78 and 0.60 at (v + 28) and (v + 35) respectively, Additional file 1). Moreover, two other genes, a nitrate transporter-like (*VIT_01s0026g01570*) and a nitrite transporter-like (*VIT_01s0011g03400*) responded to N supply. 

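*VviNiR*, which encodes the nitrite reductase that reduces nitrite to ammonium, was at 23.1 ± 1.31 RPKM (SD, n = 3) in the control and 38.4 ± 6.96 RPKM (SD, n = 3) in soil N100 at (v + 28) (LFC 0.71, SE 0.13). At (v + 35) the levels were 28.8 ± 2.82 and 41.6 ± 4.37 RPKM (LFC 0.52, SE 0.13). All 3 soil N100 libraries lay above all 3 control libraries at both stages. NADH glutamate synthase (*VIT_16s0098g00290*), which passes assimilated ammonium into glutamate, had LFC 0.76 at (v + 28) and 0.29 at (v + 35) (SE 0.15). The adjusted p of *VviNiR* from limma was 0.0562 at (v + 28) and 0.132 at (v + 35). Over both stages together *VviNiR* was up-regulated (mean LFC 0.62, SE 0.09, adjusted p = 0.00949 from limma), and glutamate synthase passed the adjusted p but not the threshold on the fold (mean LFC 0.53, adjusted p = 0.0145). The paper takes *VviNiR* as a positive control for vine N status.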

The expression of the first one was up-regulated by this nutrient at (v + 28) and (v + 35) (LFC 0.71 and 0.92 respectively) while the expression of the second gene was down-regulated by N and it was significant only at (v + 35) (LFC − 0.63). 

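The nitrate transporter-like gene *VIT_01s0026g01570* was at 30.9 ± 3.06 RPKM (SD, n = 3) in the control and 48.9 ± 8.95 RPKM in soil N100 at (v + 28), and at 20.8 ± 3.52 and 42.7 ± 17.2 RPKM at (v + 35). Its LFC was 0.64 and 0.96 (SE 0.24), with every soil N100 library above every control library at both stages. The nitrite transporter-like gene *VIT_01s0011g03400*, of the proton-dependent oligopeptide transporter family, was lowly expressed, with 1.92 ± 0.21 RPKM in the control and 1.11 ± 0.0687 RPKM in soil N100 at (v + 35) (LFC -0.59, SE 0.14), where every soil N100 library lay below every control library. At (v + 28) its LFC was -0.34. Over both stages together the nitrate transporter-like gene was up-regulated (mean LFC 0.80, adjusted p = 0.0154 from limma), while the nitrite transporter-like gene passed the adjusted p but not the threshold on the fold (mean LFC -0.46, adjusted p = 0.0152). At single stages the adjusted p from limma was 0.151 and 0.132 for the first gene and 0.173 and 0.129 for the second.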

In 2014, none of these genes were affected by N. Both in 2013 and 2014, the transcripts of *VviGST3, VviGST4* and *VviGGT* were not affected by N supply confirming results obtained by the qRT-PCR. Hence, these genes are clearly not regulated by nitrogen.

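In 2014 *VviNiR* was at 33.9 ± 6.31 RPKM (SD, n = 3) in the control and 41.9 ± 4.31 RPKM in soil N100 at (v + 28) (LFC 0.31, SE 0.13), and its LFC at (v + 35) was 0.36, where every soil N100 library lay above every control library. The nitrate transporter-like gene *VIT_01s0026g01570* had LFC 0.15 and 0.31 (SE 0.22), and the nitrite transporter-like gene *VIT_01s0011g03400* had LFC 0.16 and 0.23 (SE 0.21). None of these LFCs passed the test at a single stage (adjusted p from limma of at least 0.989), nor over both stages together (adjusted p = 0.375, 0.831 and 0.858). Without replicate 3 of the control at (v + 28) the LFC of the nitrate transporter-like gene there was -0.03. *VviGST3*, *VviGST4* and *VviGGT* are not reported here, because neither the deposited tables nor the tables of the paper pair these names with a gene ID.

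**Figure D1:**
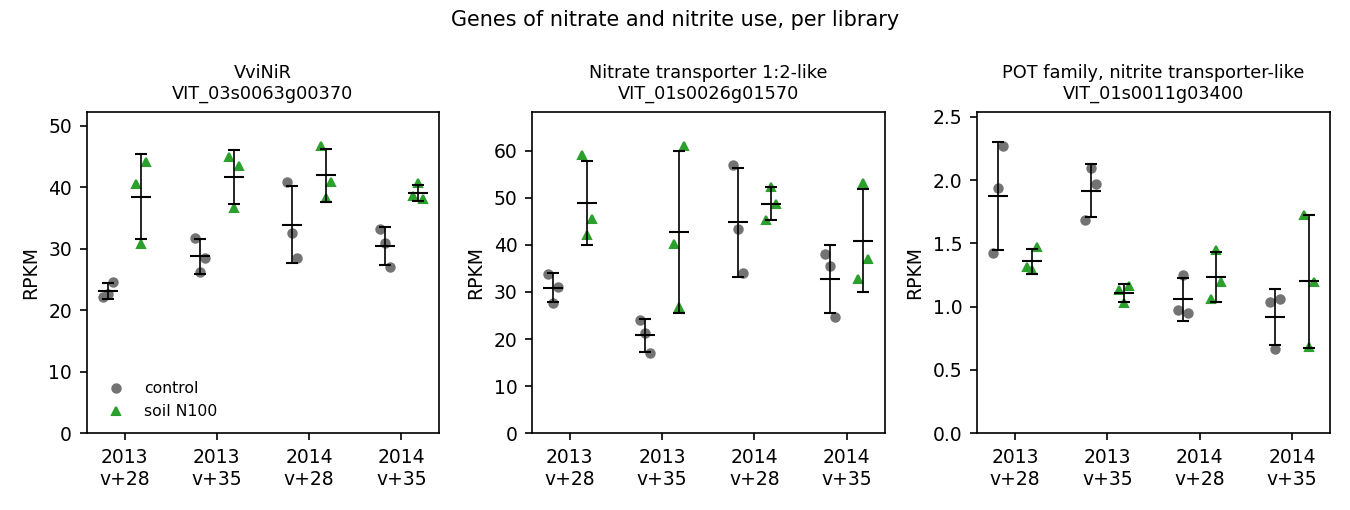
RPKM of *VviNiR*, the nitrate transporter-like gene and the nitrite transporter-like gene in each library of the control and soil N100 treatments at both stages in 2013 and 2014. Points are libraries and bars are the mean ± SD (n = 3). In 2013 the soil N100 libraries of *VviNiR* lie above all control libraries at both stages.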

### Identification of candidate genes from the biosynthetic pathway of 3SH precursors

Only the genes differentially expressed in response to N supply were investigated, due to their potential implication in differences observed on Glut-3SH level between N treatments. Two strategies were conducted in order to identify new candidate genes from the biosynthetic pathway of 3SH precursors. The first one, a “targeted approach”, consisted in searching genes from families already described in the literature as implicated in the pathway. The second one, an “untargeted approach”, consisted in a screening of all common genes between (v + 28) and (v + 35) stages, when N effect on Glut-3SH was observed, and which are differentially expressed between the control and the soil N100 treatment.

For the “targeted approach”, we referred to the pathway already described by Kobayashi et al. [21] and Thibon et al. [22] where a glutathione-*S*-transferase (GST), a γ-glutamyltranspeptidase (GGT) and a carboxypeptidase were assumed to be essential for generating the precursors.

According to the National Center for Biotechnology Information reference sequence (NCBI RefSeq, August 03, 2015) database, 118 genes encoding GST enzymes were identified in *Vitis vinifera*. Of these genes, in 2013, 94 GST transcripts at (v + 28) and 96 at (v + 35) were detected in our RNA-seq dataset. In 2014, 97 and 102 GST transcripts were expressed at (v + 28) and (v + 35) respectively. *VviGSTs* with *p* value ≤ 0.05 and │LFC│ ≥ 0.6 were considered to respond to N supply and might be involved in differences observed on Glut-3SH level among treatments. A list of these *VviGSTs* is given in Table 4. In 2013, at (v + 28), *VIT_19s0015g02680* was 2-fold up-regulated in the soil N100 treatment compared to the control. 

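The tau-class gene *VIT_19s0015g02680*, whose description names *AtGSTU25*, was at 24.5 ± 2.03 RPKM (SD, n = 3) in the control and 48.9 ± 15.6 RPKM (SD, n = 3) in soil N100 at (v + 28) (LFC 0.94, SE 0.22). Every soil N100 library lay above every control library at this stage. At (v + 35) the LFC was 0.42 and the libraries of the treatments overlapped. The adjusted p from limma was 0.0741 at (v + 28) and 0.308 at (v + 35), and over both stages together the gene was up-regulated (mean LFC 0.68, SE 0.15, adjusted p = 0.0186 from limma).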

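The tau-class gene *VIT_16s0039g01070* was at 3.02 ± 0.725 RPKM (SD, n = 3) in the control and 5.22 ± 0.607 RPKM in soil N100 at (v + 28) in 2013 (LFC 0.72, SE 0.27). The phi-class gene *VIT_07s0104g01800* was at 1.53 ± 0.534 and 3.17 ± 0.921 RPKM (LFC 0.86, SE 0.25). For both genes every soil N100 library lay above every control library. The adjusted p at (v + 28) was 0.149 and 0.0984 from limma. For both stages together *VIT_07s0104g01800* was up-regulated (mean LFC 0.67, adjusted p = 0.0281), and *VIT_16s0039g01070* did not pass the test (mean LFC 0.51, adjusted p = 0.0747).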

At this same developmental stage, 2 other GSTs, *VIT_16s0039g01070* and *VIT_07s0104g01800* were 1.7-fold and 1.8-fold up-regulated in the fertilized modalities (Table 4a).

**Table 4:** Glutathione-*S*-transferase and carboxypeptidase genes differentially expressed between the control and the soil N100 treatment at mid-ripening (v + 28) or ripeness (v + 35) in (a) 2013 and (b) 2014

A			
V1_ID	Best identity description	LFC	
		(v + 28)	(v + 35)
Putative Glutathione-*S*-transferase (Bincode 26.9)			
*VIT_01s0026g02400*	GSTU10-like	ns	0.79
*VIT_06s0004g05680*	GSTU7-like	ns	0.68
*VIT_07s0104g01800*	GSTF13-like	0.87	ns
*VIT_12s0035g02100*	GSTZ2-like	ns	−0.94
*VIT_16s0039g01070*	GSTU8-like	0.79	ns
*VIT_19s0015g02680*	GSTU25-like	0.94	ns
*VIT_19s0015g02690*	GSTU25-like	ns	0.79
Putative carboxypeptidase (Bincode 29.5)			
*VIT_00s0187g00120*	Putative cysteine protease inhibitor	0.63	ns
*VIT_00s0265g00070*	Ubiquitin-protein ligase	−0.71	ns
*VIT_00s0323g00100*	Cysteine-type endopeptidase	ns	−0.61
*VIT_00s2015g00020*	F-box protein FBW2-like	1.12	ns
*VIT_00s2507g00010*	F-box protein FBW2-like	2.26	0.81
*VIT_01s0010g02860*	Mitochondrial chaperone BCS1-like	ns	−0.90
*VIT_01s0011g02000*	Serine carboxypeptidase-like 35	ns	0.71
*VIT_01s0137g00330*	Putative cysteine proteinase	ns	−0.93
*VIT_01s0150g00330*	U-box domain-containing protein 43-like	ns	0.79
*VIT_03s0088g00260*	Serine carboxypeptidase 16-like	ns	0.91
*VIT_03s0091g01290*	Serine carboxypeptidase 18-like	1.06	1.09
*VIT_04s0043g00840*	Ubiquitin-protein ligase	−0.72	ns
*VIT_05s0020g05000*	Serine-type endopeptidase inhibitor	ns	1.46
*VIT_06s0061g00710*	Zinc finger family protein	0.99	0.87
*VIT_06s0080g00150*	Serine-type endopeptidase	ns	0.73
*VIT_07s0104g00180*	Putative extracellular dermal glycoprotein	0.67	ns
*VIT_08s0007g00120*	Ubiquitin-protein ligase	0.60	ns
*VIT_08s0007g02470*	Aspartyl protease family protein	ns	0.68
*VIT_08s0040g01140*	Putative serine carboxypeptidase	1.19	ns
*VIT_08s0058g00700*	F-box family protein	ns	−0.64
*VIT_10s0116g00560*	Polyphenol oxidase	1.60	2.19
*VIT_11s0016g03010*	Peptidase family protein	ns	0.62
*VIT_13s0019g05120*	Cysteine proteinase 15A-like	ns	−0.75
*VIT_13s0047g00200*	Xylem serine proteinase 1-like	ns	0.84
*VIT_14s0006g00180*	Aspartic proteinase nepenthesin-2-like	−0.80	ns
*VIT_14s0219g00210*	Ubiquitin family protein	−0.74	ns
*VIT_15s0046g02160*	Peptidase family protein	0.64	0.66
*VIT_18s0001g00510*	Serine-type endopeptidase	ns	0.70
*VIT_18s0041g00370*	Cysteine proteinase inhibitor 1-like	0.85	ns
*VIT_19s0085g01110*	Putative aspartic proteinase	ns	1.19
B			
V1_ID	Best identity description	LFC	
		(v + 28)	(v + 35)
Putative carboxypeptidase (Bincode 29.5)			
*VIT_14s0066g01950*	Metalloendoproteinase 1-like	ns	−0.62

*p* value ≤ 0.05 and │LFC│ ≥ 0.6. *C* control. *ns* not significant

*VviGSTs* identified at (v + 35) were different from those described at (v + 28). 

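At (v + 35) in 2013 the tau-class gene *VIT_19s0015g02690* was at 23.4 ± 4.57 RPKM (SD, n = 3) in the control and 39 ± 3.04 RPKM in soil N100 (LFC 0.74, SE 0.16), with every soil N100 library above every control library. The most abundant of these genes, *VIT_06s0004g05680*, was at 33.2 ± 3.95 and 55.1 ± 20.2 RPKM (LFC 0.66, SE 0.27), and its libraries overlapped. *VIT_01s0026g02400* was near the limit of detection, with 0.676 ± 0.148 and 1.3 ± 0.281 RPKM (LFC 0.61, SE 0.50). None of these LFCs passed the test at (v + 35) (adjusted p = 0.113, 0.224 and 0.508 from limma). As the mean of both stages, *VIT_19s0015g02690* passed the adjusted p but not the threshold on the fold (mean LFC 0.53, adjusted p = 0.0158 from limma).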

At this stage, *VIT_01s0026g02400*, *VIT_06s0004g05680* and *VIT_19s0015g02690* were found to be up-regulated in the fertilized vines compared to the control. However, *VIT_12s0035g02100* expression profile was down-regulated by N supply (Table 4a). 

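The zeta-class gene *VIT_12s0035g02100* was at 7.63 ± 1.6 RPKM (SD, n = 3) in the control and 3.35 ± 0.45 RPKM in soil N100 at (v + 35) (LFC -1.07, SE 0.19), and every soil N100 library lay below every control library. At (v + 28) its LFC was -0.32. It was down-regulated over both stages together (mean LFC -0.69, adjusted p = 0.0136 from limma), with an adjusted p of 0.105 at (v + 35) alone. Of the 7 *VviGSTs* of Table 4, 6 had a positive LFC at each stage, 2 were up-regulated and 1 was down-regulated over both stages together, and 4 were not called. Over all genes 0 of the 7 were called at either single stage. Adjusted over the list alone, 3 were up-regulated at (v + 28), and 1 was up- and 1 down-regulated at (v + 35). The paper chose these 7 genes on the same samples, so an adjustment over them alone is too lenient and these counts are not independent evidence. Between 1 and 5 of them were called over both stages when 1 library was left out, the lowest without replicate 3 and the highest without replicate 2 of soil N100 at (v + 28). With the 2 libraries of a treatment and number averaged first, 0 of the 7 were called.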

All identified *VviGSTs* were from the tau family (GSTU) except for *VIT_07s0104g01800* and *VIT_12s0035g02100* which are from phi (GSTF) and zeta (GSTZ) family respectively.

In 2014, no *VviGST* were differentially expressed between the control and the soil N100 treatment at both developmental stages.

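In 2014 the LFCs of the same 7 genes lay between -0.22 and 0.73 at (v + 28) (median 0.12) and between -0.33 and 0.43 at (v + 35) (median 0.17). The highest were those of the tau-class gene *VIT_01s0026g02400* (SE 0.37), at 0.337 ± 0.226 RPKM (SD, n = 3) in the control and 0.914 ± 0.484 RPKM in soil N100 at (v + 28). The LFC of *VIT_06s0004g05680* was 0.31 at (v + 35) (SE 0.19). With limma, 0 of the 7 were called at either stage, 0 adjusted over the list alone and 0 at an unadjusted p of at most 0.05, and limma-voom on the recovered reads also called 0.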

The 3SH precursor pathway involves also the presence of a GGT and a carboxypeptidase. Eleven *VviGGTs* were identified in 2013 and 2014 at both stages but using the same criteria as for *VviGSTs* (*p* value ≤ 0.05 and │LFC│ ≥ 0.6), none was differentially expressed between fertilized and unfertilized vines.

Concerning the large family of carboxypeptidases, 1453 at (v + 28) and 1431 at (v + 35) were expressed in the RNA-seq data. Among these carboxypeptidases, in 2013, 15 at (v + 28) and 20 at (v + 35) had a different expression pattern among treatments. 

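The gene of this part of Table 4 with the clearest difference was *VIT_10s0116g00560*. Table 4 describes it as a polyphenol oxidase, and a longer description of the paper names a C3HC4-type RING finger family as well. Which of these holds is not known, and the gene is called the RING finger gene here only as a label. It was at 0.351 ± 0.141 RPKM (SD, n = 3) in the control and 1.44 ± 0.235 RPKM in soil N100 at (v + 28), and at 0.252 ± 0.0756 and 1.53 ± 0.081 RPKM at (v + 35). The serine carboxypeptidase-like gene *VIT_01s0011g02000* was at 1.93 ± 0.353 and 3.32 ± 1.03 RPKM at (v + 35) (LFC 0.62, SE 0.21). The serine carboxypeptidase-like gene *VIT_03s0091g01290* was at 0.283 ± 0.0628 and 0.796 ± 0.332 RPKM at (v + 28), which was too low to be tested, and every soil N100 library lay above every control library. The F-box gene *VIT_00s2507g00010* had LFC 1.52 at (v + 28) and 1.09 at (v + 35) (SE 0.38). Table 4 lists 30 such genes in 2013, of which 25 were expressed enough to be tested, and only 4 are described as serine carboxypeptidases, of which 1 was tested. At the adjusted p of limma 1 of the 25, the RING finger gene, was up-regulated at (v + 28) (adjusted p = 0.0237) and at (v + 35) (adjusted p = 0.00896), and 0 were down-regulated. At an unadjusted p of at most 0.05, 11 were higher and 6 lower at (v + 28), and 13 higher and 7 lower at (v + 35). The call of the RING finger gene at (v + 28) was lost without the filter on low expression (adjusted p = 0.0661), with the 6 libraries of the stage alone (0.106) and when control replicate 2 or 3 or soil N100 replicate 1 or 3 was left out (0.0506 to 0.209), and over all alternatives its adjusted p lay between 0.00702 and 0.209.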

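Among the lower genes, the putative cysteine proteinase *VIT_01s0137g00330* was at 6.58 ± 0.619 RPKM (SD, n = 3) in the control and 4.13 ± 1.34 RPKM in soil N100 at (v + 28) in 2013, and at 7.82 ± 1.65 and 3.5 ± 0.54 RPKM at (v + 35). Its LFC was -0.65 and -1.05 (SE 0.20), and all soil N100 libraries lay below all control libraries at both stages. Among the higher genes, the aspartyl protease gene *VIT_19s0085g01110* had LFC 0.68 and 1.18 (SE 0.29). Of the 25 tested genes listed as carboxypeptidases in Table 4, 17 had a positive and 8 a negative LFC at (v + 28), and 16 a positive and 9 a negative LFC at (v + 35). Over both stages together 5 were up-regulated, among them *VIT_00s2507g00010* (adjusted p = 0.0147 from limma) and *VIT_19s0085g01110* (adjusted p = 0.0173), and 6 were down-regulated, among them *VIT_01s0137g00330* (mean LFC -0.85, adjusted p = 0.0102). The genes of the table were chosen on these samples, so their directions are not independent evidence.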

Except for 4 at (v + 28) and 5 at (v + 35), all the identified carboxypeptidases were up-regulated by N (Table 4a). In 2014, at (v + 28), none of these carboxypeptidases was regulated by vine N status. 

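At (v + 28) in 2014 the LFCs of the 22 tested genes of this set lay between -0.47 and 0.70 (median 0.09). The cysteine proteinase gene *VIT_01s0137g00330* had LFC 0.12 (SE 0.43) and the serine carboxypeptidase-like gene *VIT_01s0011g02000* LFC 0.25 (SE 0.19). The RING finger gene *VIT_10s0116g00560* was at 0.451 ± 0.127 RPKM (SD, n = 3) in the control and 0.694 ± 0.19 RPKM in soil N100, and its libraries overlapped. With limma 0 of the 22 were called, and 1 was higher and 1 lower at an unadjusted p of at most 0.05. With limma-voom on the recovered reads no gene at all was called at this stage.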

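The matrix metalloproteinase gene *VIT_14s0066g01950*, whose product cleaves extracellular proteins, was at 7.27 ± 0.405 RPKM (SD, n = 3) in the control and 4.58 ± 0.624 RPKM in soil N100 at (v + 35) in 2014 (LFC -0.62, SE 0.10). Every soil N100 library lay below every control library at (v + 28) and at (v + 35) in this year. At (v + 28) the LFC was -0.17. The adjusted p from limma was 0.252 at (v + 35) and 0.136 over both stages of 2014. In 2013 it passed the adjusted p over both stages (mean LFC -0.50, adjusted p = 0.0313) but not the threshold on the fold.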

At (v + 35), only one (*VIT_14s0066g01950*) was down-regulated in response to this nutrient (Table 4b).

For the “untargeted method”, all genes affected by N supply at (v + 28) and (v + 35) were identified (Fig. 9). 

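At (v + 28) in 2013 the pectate lyase gene *VIT_01s0137g00240*, whose product degrades the pectin of cell walls, was at 2.77 ± 0.809 RPKM (SD, n = 3) in the control and 11.3 ± 3.56 RPKM in soil N100 (LFC 1.84, SE 0.28, adjusted p = 0.0427 from limma). The Myb transcription factor gene *VIT_07s0197g00060* was up-regulated from 8.03 ± 1.22 to 20.2 ± 4.77 RPKM (LFC 1.26, SE 0.19). Of the down-regulated genes, the proline oxidase gene *VIT_14s0083g00520*, which starts the breakdown of proline, was at 15.9 ± 3.4 RPKM in the control and 6.63 ± 0.71 RPKM in soil N100 (LFC -1.19, SE 0.15, adjusted p = 0.0237). The endonuclease gene *ENDO2* (*VIT_01s0011g03670*) was at 612 ± 132 and 281 ± 47.9 RPKM (LFC -1.12, SE 0.17), and *PROLIFERA* (*VIT_07s0005g01430*), a replication factor of dividing cells, at 3 ± 0.619 and 1.25 ± 0.19 RPKM (LFC -0.99, SE 0.16). Of 17298 tested genes, 5 were up-regulated and 7 down-regulated with limma. The other up-regulated genes were the RING finger gene *VIT_10s0116g00560* and those of a DC1 domain protein (*VIT_01s0127g00540*, LFC 1.14) and a class 3 lipase (*VIT_07s0141g00360*, LFC 1.07). The other down-regulated genes encoded a chloroplast nucleoid DNA-binding protein (*VIT_00s1206g00010*, LFC -0.95), a methyltransferase (*VIT_04s0023g02200*, LFC -0.81) and an AWPM-19-like membrane protein (*VIT_10s0003g02620*, LFC -0.76), and 1 had no description. Without the adjustment, at a p of at most 0.05 and the same fold, 311 genes were higher and 242 lower (446 and 133 with median ratios, 405 and 144 with quantile normalization and 548 and 271 with limma-voom). For 27.7% of the genes the libraries of the treatments did not overlap, where 10% were expected by chance. Of these genes 983 were higher and 3808 lower in soil N100. Median ratios moved the median LFC of all genes from -0.103 to -0.007. The share was not computed after this rescaling, so it can in part reflect an offset between the libraries. The count of 12 rested on single libraries. It was 442 without soil N100 replicate 2, which lay nearer to the control than the other soil N100 libraries on the second principal component (1.8 against -15.5 and -28.4, and 14.5 to 22.7 in the control). It was 4 without control replicate 1, and 0 without any other of the libraries or without the filter on low expression.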

As represented in the Venn diagram, in 2013, 305 genes were up-regulated and 95 genes were down-regulated by N at (v + 28). In this category, the most represented families belong to stress, DNA, signaling, metal handling and secondary and amino acid metabolisms (Additional file 1). 

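Defence genes were among those with a positive LFC. The pathogenesis-related gene *VIT_03s0088g00810* (*PR-1*) was at 0.517 ± 0.436 RPKM (SD, n = 3) in the control and 7.71 ± 3.36 RPKM in soil N100 (LFC 3.00, SE 0.69), and the gene of *PR-4* (*VIT_14s0081g00030*), a chitin-binding protein, at 169 ± 14.8 and 433 ± 195 RPKM (LFC 1.24, SE 0.33). The transcription factor gene *WRKY70* (*VIT_08s0058g01390*), which acts in defence signalling, had LFC 1.23. The wound-responsive gene *VIT_12s0057g00090* was at 22.6 ± 1.38 and 55.1 ± 21 RPKM (LFC 1.20, SE 0.32). Genes of cell division were lower, among them a kinesin gene (*VIT_12s0028g00670*), at 68.4 ± 11.6 and 24.1 ± 7.25 RPKM, and that of cyclin D1;1 (*VIT_01s0026g00710*, LFC -0.83). So was a flavonol synthase gene (*VIT_18s0001g03470*, LFC -1.21), whereas the gene of the glutamine-dependent asparagine synthase *ASN1* (*VIT_06s0004g06830*), chosen after its values were seen, had LFC 0.86. None of these genes passed the test over all genes at this stage (adjusted p from limma between 0.0562 and 0.108). Adjusted over the list alone, 9 of 16 pathogenesis-related genes and 8 of 8 wound response genes were up-regulated, and 3 of 5 genes of histones and cell division and 2 of 2 flavonoid genes were down-regulated. By the functional categories of the paper, 19 of 39 tested stress genes were up-regulated and 0 down-regulated when adjusted over the category alone, 2 of 8 DNA genes up- and 5 down-regulated, and 1 of 4 genes of amino acid metabolism up- and 3 down-regulated. For metal handling the counts were 3 up and 1 down of 5, for signalling 4 up and 3 down of 24, and for secondary metabolism 4 up and 7 down of 20. The paper listed these genes from the same samples, so the counts are not independent evidence.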

At (v + 35), 131 genes were stimulated by N while 225 were repressed. 

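At (v + 35) in 2013 only the RING finger gene *VIT_10s0116g00560* passed the test, with a LFC of 1.44 (SE 0.15). Among the genes with large LFCs that did not pass, the beta-1,3-glucanase gene *BG3* (*VIT_08s0007g06060*), which acts against fungal walls, was at 14.1 ± 11.2 RPKM (SD, n = 3) in the control and 54.2 ± 33.7 RPKM in soil N100 (LFC 1.98, SE 0.73, adjusted p = 0.194 from limma). The osmotin gene *VIT_02s0025g04270* was at 1.01 ± 0.789 and 4.57 ± 2.94 RPKM (LFC 1.68, SE 0.64). The MtN3-type sugar transporter gene *VIT_07s0104g01340* was lower, at 15.6 ± 0.963 RPKM in the control and 6.68 ± 2.58 RPKM in soil N100 (LFC -1.24, SE 0.22), with no overlap between the libraries. In all, 1 gene was up-regulated and 0 were down-regulated with limma, and the same counts were given by limma-voom on the recovered reads. Unadjusted, 221 genes were higher and 251 lower at a p of at most 0.05 and the same fold, a balance that turned to 339 and 141 with median ratios, 323 and 169 with quantile normalization and 449 and 265 with limma-voom. The libraries of the treatments did not overlap for 28.7% of the genes, with 831 genes higher and 4131 lower in soil N100. Median ratios moved the median LFC of all genes at this stage from -0.098 to -0.003. The share was not computed after this rescaling, so it can in part reflect an offset between the libraries. Without soil N100 replicate 2, which also lay nearest to the control at this stage, 14 genes were called. Without control replicate 1 the RING finger gene was still called, and without any of the other 4 libraries no gene was called.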

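The gene of photosystem I subunit F (*VIT_00s0125g00280*) was at 14.2 ± 0.519 RPKM (SD, n = 3) in the control at (v + 35) in 2013 and 28.8 ± 12.1 RPKM in soil N100 (LFC 0.92, SE 0.25), and that of the photosystem II protein *PSBQ-2* (*VIT_00s0904g00010*) at 10.2 ± 1.78 and 24.9 ± 13.4 RPKM. Protochlorophyllide reductase (*VIT_19s0014g03160*), an enzyme of chlorophyll synthesis, had LFC 0.74. Among cell wall genes, the pectate lyase gene *VIT_17s0000g09810* was at 34.7 ± 1.34 and 77.6 ± 41 RPKM (LFC 1.01, SE 0.31). Seed genes went both ways. Oleosin 4 (*VIT_17s0000g09000*), a coat protein of seed oil bodies, was at 87 ± 16.4 RPKM in the control and 47 ± 7.63 RPKM in soil N100 (LFC -0.88, SE 0.27), while a cruciferin gene (*VIT_07s0005g03410*), which encodes a seed storage protein, was at 7.33 ± 2.33 and 23 ± 10.7 RPKM (LFC 1.54, SE 0.63). None of these genes passed the test over all genes at (v + 35) (adjusted p from limma between 0.136 and 0.224). Adjusted over the list alone, 13 of 15 genes of photosystems and light harvesting were up-regulated, 13 of 21 cell wall genes were up- and 1 down-regulated, and 4 of 19 seed genes were up- and 13 down-regulated. All 15 photosystem genes had a positive LFC (median 0.77). By the categories of the paper, adjusted over the category alone, 5 of 30 development genes were up- and 11 down-regulated, 1 of 20 genes of secondary metabolism up- and 2 down-regulated, and 0 of 3 genes of the biodegradation of xenobiotics up- and 2 down-regulated. These counts are not independent evidence, because the paper chose the genes on the same samples.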

At this developmental stage, GO related to photosystem, secondary metabolism, cell wall, biodegradation of xenobiotics, development and DNA were the most represented (Additional file 1). 

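Over both stages of 2013 together, *PR-1* (*VIT_03s0088g00810*) was up-regulated with a mean LFC of 2.34 (SE 0.49, adjusted p = 0.0152 from limma) and *BG3* (*VIT_08s0007g06060*) with a mean LFC of 2.21 (SE 0.52). The gene of polygalacturonase inhibiting protein 1 (*VIT_08s0007g07690*), which blocks fungal pectinases, was at 86.4 ± 18.5 RPKM (SD, n = 3) in the control and 247 ± 60.4 RPKM in soil N100 at (v + 28), and at 86.8 ± 24.6 and 184 ± 78.9 RPKM at (v + 35) (mean LFC 1.27, adjusted p = 0.0103). The genes of photosystem I subunit D-2 (*VIT_05s0020g03180*, mean LFC 0.93) and of cyclin D1;1 (*VIT_01s0026g00710*, mean LFC -0.79) went in opposite directions. In all, 200 genes were up-regulated and 147 down-regulated for the mean of both stages, and limma-voom on the recovered reads gave 312 and 124. Of the lists, 10 of 16 pathogenesis-related, 11 of 15 photosystem and 10 of 21 cell wall genes were up-regulated, and 4 of 5 genes of histones and cell division were down-regulated. Of the seed genes 1 was up- and 2 down-regulated, and of the wound response genes none passed. The difference between the stages was tested directly, and no gene passed (0 of 17298 with limma, 0 with limma-voom, 351 at an unadjusted p of at most 0.05). At single stages, 1 gene was called at both in the same direction. At an unadjusted p of at most 0.05 with the threshold on the fold, 123 genes were higher at both stages and 69 lower at both, where 3.97 and 3.51 were expected for independent calls. Blocks sampled at both stages, and 1 estimate of the spread of each gene for both, need not give independent calls. The LFCs of the stages correlated across genes with r = 0.655 (Spearman's rho 0.624), and genes are not independent replicates. The balance of higher and lower genes depended on the scaling, with 281 up-regulated and 73 down-regulated after median-ratio rescaling. These calls also take the libraries of the stages as independent. With the 2 libraries of a treatment and number averaged first, which leaves 3 values against 3, 6 genes were up- and 5 down-regulated, and 347 of the 347 had an unadjusted p of at most 0.05. Of the lists, 0 pathogenesis-related, 0 photosystem and 0 seed genes were then called, with 1 cell wall gene and 1 gene of histones and cell division. The 347 calls became 194 without control replicate 2 and 229 without soil N100 replicate 1 of (v + 28). The 11 photosystem calls became 2 to 7 without control replicate 2 or 3 or soil N100 replicate 1 or 3 of (v + 35), or control replicate 1 or 2 or soil N100 replicate 1 or 3 of (v + 28). Without control replicate 2 of either stage 6 pathogenesis-related genes and 1 gene of histones and cell division were called, and 2 of the latter without soil N100 replicate 3 of (v + 35). The 3 seed calls became 0 without control replicate 2 of (v + 35) and 12 without soil N100 replicate 3 of (v + 28).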

Between the 2 stages, 107 common up-regulated genes and 13 down-regulated genes were identified (Fig. 9a).

**Fig. 9:**
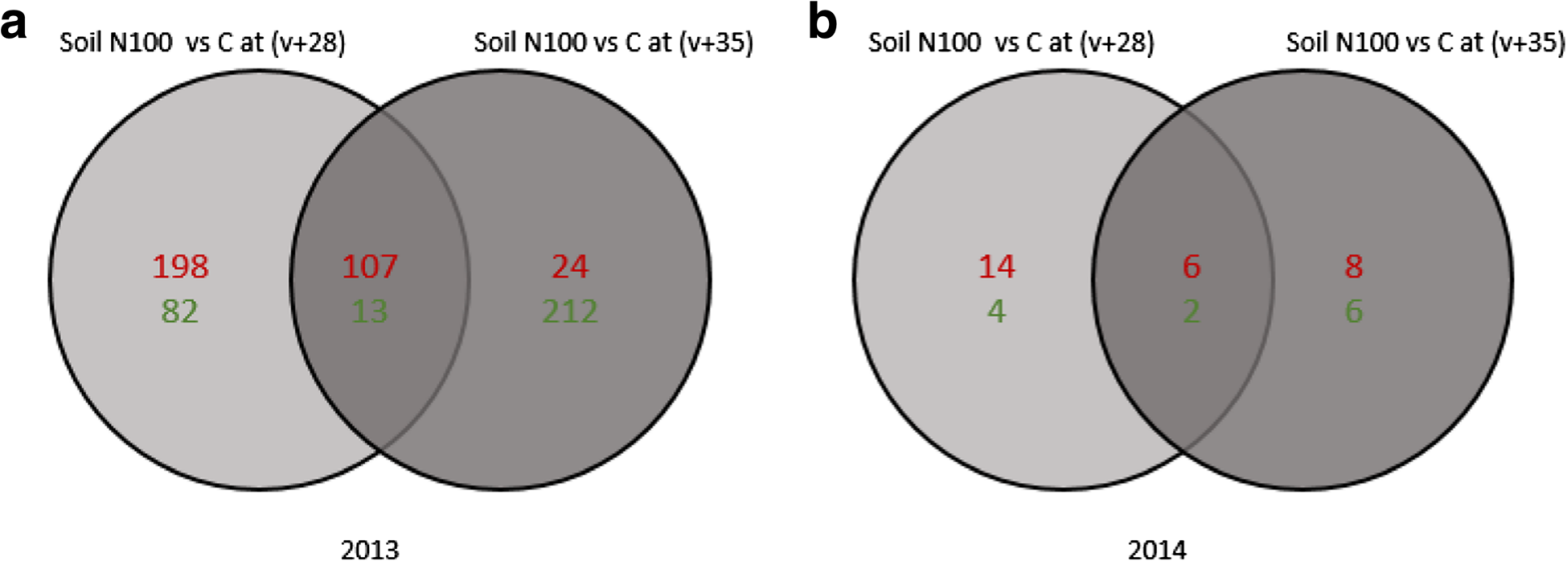
Comparison of differential gene expression between the soil N100 and the control at two developmental stages in (**a**) 2013 and (**b**) 2014. Venn diagrams indicate overlap of all differentially expressed genes obtained from each comparison between the soil N100 treatment and the control at mid-ripening (v + 28) and ripeness (v + 35). The numbers of up-regulated genes and down-regulated genes are given in *red* and in *green*, respectively. C, control

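At (v + 28) in 2014 *BG3* (*VIT_08s0007g06060*) was at 14.2 ± 2.84 RPKM (SD, n = 3) in the control and 59.7 ± 11.5 RPKM in soil N100 (LFC 2.04, SE 0.26), and the osmotin gene *VIT_02s0025g04270*, of a family of antifungal proteins, was at 0.522 ± 0.143 and 3.37 ± 0.607 RPKM (LFC 1.92, SE 0.23). Every soil N100 library lay above every control library for both. The Myb gene *VIT_07s0197g00060* had LFC 0.51, and the proline oxidase gene *VIT_14s0083g00520* LFC -0.46, with no overlap between the libraries. With limma 0 of 17171 genes were called, with a smallest adjusted p of 0.0531, and limma-voom on the recovered reads called 0. There were 38 higher and 23 lower genes at an unadjusted p of at most 0.05 with the threshold on the fold. The libraries of the treatments did not overlap for 8.84% of the genes, where 10% were expected by chance. Median-ratio rescaling gave 2 calls, quantile normalization 3 and a filter at a mean of 2 RPKM 3, and 1 gene was called without soil N100 replicate 1.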

In 2014, at (v + 28), 20 and six genes were up- and down-regulated by N respectively. Genes related to stress were the most represented. 

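Among the stress genes in 2014, *PR-1* (*VIT_03s0088g00810*) was at 0.323 ± 0.29 RPKM (SD, n = 3) in the control and 2.21 ± 0.918 RPKM in soil N100 at (v + 28) (LFC 1.71, SE 0.27). *PR-4* (*VIT_14s0081g00030*) was at 320 ± 80.2 and 549 ± 64.3 RPKM (LFC 0.80, SE 0.19), a second osmotin gene (*VIT_02s0025g04250*) at 11 ± 1.16 and 31.1 ± 2.72 RPKM (LFC 1.45, SE 0.30), and an acidic endochitinase gene (*VIT_16s0050g02220*) had LFC 0.88. For all 4 genes every soil N100 library lay above every control library. All 15 pathogenesis-related genes tested in 2014 had a positive LFC at (v + 28) (median 0.62), 0 were called over all genes with limma and with limma-voom, and 8 were up-regulated when adjusted over the list alone. In the stress category of the paper the corresponding counts were 7 up and 0 down of 39. At (v + 35) 13 of the 15 had a positive LFC and 5 were up-regulated when adjusted over the list alone. These genes were listed by the paper from the same samples, so neither the counts nor the lack of overlap are independent evidence.

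**Figure D2:**
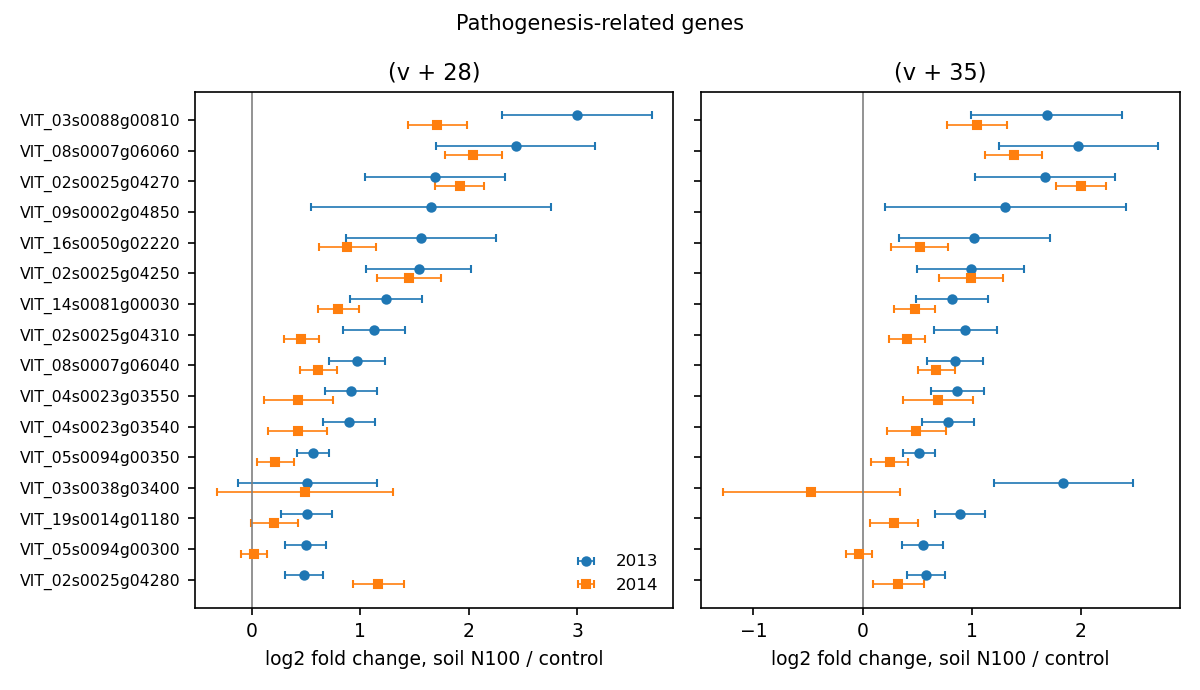
LFC (soil N100 against control, log2 scale) of 16 pathogenesis-related genes at both stages in 2013 and 2014. Points are estimates from limma and bars are ± 1 SE (n = 3 libraries per treatment and stage). In 2014 the 15 tested genes lie at or above 0 at (v + 28).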

At (v + 35), the expression of 14 genes was stimulated by N and the expression of eight genes was repressed by this nutrient. 

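At (v + 35) in 2014 the osmotin gene *VIT_02s0025g04270* was at 0.601 ± 0.156 RPKM (SD, n = 3) in the control and 4.05 ± 1.51 RPKM in soil N100 (LFC 2.00, SE 0.23), and was the only gene that passed the test (adjusted p = 0.0399 from limma). *BG3* (*VIT_08s0007g06060*) was at 24.3 ± 4.64 and 66.9 ± 28.5 RPKM (adjusted p = 0.461). The methyltransferase gene *VIT_04s0023g02200*, which was among the down-regulated genes at (v + 28) in 2013, had LFC -0.65 (SE 0.17), with no overlap between the libraries. In all, 1 gene was up-regulated and 0 were down-regulated, and 34 were higher and 63 lower at an unadjusted p of at most 0.05 with the threshold on the fold. The libraries of the treatments did not overlap for 7.03% of the genes. The call of the osmotin gene was lost with a pseudocount of 1 (adjusted p = 0.0625), without the filter on low expression (0.14), with limma-voom (0.126), with thinned reads (0.0631), with the 6 libraries of the stage alone (0.511) and when any 1 library of (v + 35) other than soil N100 replicate 3 was left out (0.00944 to 0.511 over all alternatives).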

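Of the stress genes at (v + 35) in 2014, *PR-1* (*VIT_03s0088g00810*) was at 0.251 ± 0.0931 RPKM (SD, n = 3) in the control and 1.05 ± 0.112 RPKM in soil N100 (LFC 1.05, SE 0.27), and *PR-4* (*VIT_14s0081g00030*) was at 482 ± 33.6 and 681 ± 155 RPKM (LFC 0.48, SE 0.19). For both every soil N100 library lay above every control library, and neither passed the test (adjusted p = 0.941 and 0.989 from limma). Adjusted over the category alone, 5 of 39 stress genes were up-regulated and 0 down-regulated, and 1 of 20 genes of secondary metabolism was up- and 1 down-regulated. Of 2 terpene synthase genes, both with a negative LFC, 1 was down-regulated when adjusted over the list alone. The same held at (v + 35) for *DOX1* (*VIT_14s0066g01690*, LFC -1.05), the 1 gene that the words of the lipoxygenase list matched. It is known as an alpha-dioxygenase gene in *Arabidopsis*, so nothing follows from it for C6 volatiles. Over all genes only an osmotin gene was called among these categories. The paper drew these genes from the same samples, so the counts are not independent evidence.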

At this stage, categories represented with the highest number of genes encompassed the stress and the secondary metabolism gene families (Additional file 2). 

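Over both stages of 2014 together, the osmotin gene *VIT_02s0025g04270* was up-regulated with a mean LFC of 1.96 (SE 0.16, adjusted p = 0.00149 from limma), *BG3* (*VIT_08s0007g06060*) with a mean LFC of 1.71 (adjusted p = 0.00919) and *PR-1* (*VIT_03s0088g00810*) with a mean LFC of 1.38 (adjusted p = 0.0397). The Myb gene *VIT_07s0197g00060* passed the adjusted p but not the threshold on the fold (mean LFC 0.55, adjusted p = 0.0266). In all, 6 genes were up-regulated and 1 was down-regulated for the mean of both stages, and 5 and 1 with limma-voom on the recovered reads. With the 2 libraries of a treatment and number averaged first, 2 of them, *BG3* and a gene of unknown function (*VIT_00s0265g00090*), were called. The number called was 3 to 13 when 1 library was left out (3 without control replicate 1 of either stage or soil N100 replicate 1 or 2 of (v + 35), 4 without soil N100 replicate 1 or 3 of (v + 28) or control replicate 3 of (v + 35), and 13 without control replicate 2 of (v + 35)). At single stages no gene was called at both with limma or with limma-voom. At an unadjusted p of at most 0.05 with the threshold on the fold, 11 genes were higher at both stages and 12 lower at both, where 0.0752 and 0.0844 were expected for independent calls. Calls of the 2 stages need not be independent, because the stages share blocks and 1 estimate of the spread of each gene. No gene passed the test of the difference between the stages (0 with limma, 0 with limma-voom, 156 at an unadjusted p of at most 0.05).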

Six up-regulated and two down-regulated genes in response to N were common between the 2 stages (Fig. 9b).

By combining the dataset from the 2 years, ten and two genes respectively were up-regulated and down-regulated by N at (v + 28). 

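At (v + 28) the mean LFC of both years, a measure added after the data had been seen, was 2.35 for *PR-1* (*VIT_03s0088g00810*, SE 0.37, adjusted p = 0.00491 from limma) and 2.24 for *BG3* (*VIT_08s0007g06060*, SE 0.39, adjusted p = 0.00826). The osmotin genes *VIT_02s0025g04270* (mean LFC 1.80) and *VIT_02s0025g04250* (mean LFC 1.50) and *PR-4* (*VIT_14s0081g00030*, mean LFC 1.02) were up-regulated as well. Outside defence, the chloride channel gene *CLC-B* (*VIT_14s0068g02190*, mean LFC 1.11, adjusted p = 0.00177) and the amino acid transporter genes *VIT_13s0019g04660* (mean LFC 1.09) and *VIT_14s0108g00630* (mean LFC 0.97) were up-regulated, and the kinesin gene *VIT_12s0028g00670* was down-regulated (mean LFC -1.04, adjusted p = 0.0183). Of 16899 genes tested in both years, 69 were up-regulated and 43 down-regulated for the mean of both years, and 124 were called with limma-voom on the recovered reads. The number was 40 without control replicate 2, 63 and 73 without soil N100 replicates 1 and 3 and 184 without soil N100 replicate 2 of 2013, and 74 without control replicate 3 of 2014. With limma in each year alone, 0 genes were called in both years, as with limma-voom. At an unadjusted p of at most 0.05 with the threshold on the fold, 17 genes were higher in both years and 10 lower in both, where 0.611 and 0.312 were expected for independent calls.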

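At (v + 35) the osmotin gene *VIT_02s0025g04270* was up-regulated over both years together (mean LFC 1.84, SE 0.34, adjusted p = 0.0264 from limma), and so were the pectate lyase gene *VIT_01s0137g00240* (mean LFC 0.98, adjusted p = 0.0232), the DC1 domain gene *VIT_01s0127g00540* (mean LFC 0.80, adjusted p = 0.00797) and the amino acid transporter gene *VIT_13s0019g04660* (mean LFC 0.87). The putative amino acid permease gene *VIT_03s0038g02140* was down-regulated (mean LFC -0.83, adjusted p = 0.0206). In all, 23 genes were up-regulated and 17 down-regulated for the mean of both years, and 54 were called with limma-voom on the recovered reads. The number was 186 without soil N100 replicate 2 of 2013 and 157 without control replicate 2 of 2014. It was 2 to 9 without soil N100 replicate 1 or 3 or control replicate 2 or 3 of 2013, and 9 to 18 without control replicate 3 or soil N100 replicate 2 or 3 of 2014. With limma in each year alone, 0 genes were called in both years, as with limma-voom. The unadjusted p of at most 0.05 with the same fold gave 14 genes higher and 19 lower in both years, where 0.41 and 0.78 were expected for independent calls.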

At (v + 35), five genes were up-regulated by N while one was repressed. Two up-regulated genes responding to N were common between (v + 28) and (v + 35), whereas no down-regulated genes were found in this category (data not shown). In this category, genes related to stress, hormone metabolism, RNA, protein and transport were found (Additional file 3).

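Of the genes called for the mean of both stages of 2013 and tested in 2014, 295 of 335 (88.1%) had the same sign for the mean of both stages of 2014, as had 70.3% of all genes. Of these, 135 had an unadjusted p of at most 0.05 in 2014, and 0 genes had an opposite sign at that p. Called in both years for the mean of both stages were 5 up-regulated genes and 1 down-regulated gene, where 0.0689 and 0.00834 were expected for independent calls. The osmotin gene *VIT_02s0025g04270*, *PR-1* (*VIT_03s0088g00810*) and *BG3* (*VIT_08s0007g06060*) were among the up-regulated genes, as defence genes. The mean LFC of the 335 genes, taken in their direction of 2013, was 0.807 in 2013 and 0.278 in 2014. The genes were chosen by the size and the adjusted p of their LFC in 2013. That choice raises the value of 2013 and not that of 2014, so these means cannot show whether the response was weaker in 2014.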

We also paid special attention on genes encoding transporters given their essential role in nitrogen and secondary metabolism regulation.

In 2013, 30 and 24 genes encoding transporters responded to N supply at (v + 28) and (v + 35) respectively. They encompassed many transport process, including the transport of metals, nitrate, potassium, sulphate, calcium, sugars and amino acids. 

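Among the transporter genes of 2013, the putative amino acid permease gene *VIT_03s0038g02140* was at 6.59 ± 0.916 RPKM (SD, n = 3) in the control and 3.31 ± 1.4 RPKM in soil N100 at (v + 28) (LFC -0.95, SE 0.24), and an amino acid transporter gene (*VIT_14s0108g00630*) was at 1.23 ± 0.576 and 3.93 ± 0.903 RPKM (LFC 1.40, SE 0.28). The oligopeptide transporter gene *OPT3* (*VIT_00s0259g00140*) was at 1.71 ± 0.261 and 3.54 ± 1.51 RPKM at (v + 35) (LFC 0.81, SE 0.24). For these genes the libraries of the treatments did not overlap at either stage. For the mean of both stages the permease gene was down-regulated (mean LFC -0.96, adjusted p = 0.0113 from limma), and the amino acid transporter gene and *OPT3* were up-regulated (mean LFC 1.10 and 0.70). Of the 43 transporter genes that Table 5 gives for 2013, 39 were expressed enough to be tested. At (v + 28) 0 of them were up-regulated and 1 was down-regulated with limma, and at (v + 35) 0 were called. Unadjusted, at a p of at most 0.05, 23 were higher and 11 lower at (v + 28), and 18 higher and 10 lower at (v + 35). Over both stages together 12 were up-regulated and 6 down-regulated. The table was drawn from these samples, so its directions are not independent evidence.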

Genes involved in the transport of peptides and oligopeptides, as well as genes from the ATP binding cassette (ABC) transporters family also belonged to the transport genes differentially regulated by N. From these genes, ten were common between the two developmental stages (Table 5a). 

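Of the 10 genes of Table 5 common to the stages, 9 were expressed enough to be tested, and all 9 had the same sign at both stages. For the mean of both stages 8 were up-regulated and 1, an oligopeptide transporter gene, was down-regulated (adjusted p from limma between 0.00937 and 0.0181). The largest mean LFCs were those of the amino acid transporter gene *VIT_13s0019g04660* (1.27, SE 0.22) and of the gamma tonoplast intrinsic protein gene *VIT_06s0061g00730* (1.14, SE 0.20). At single stages none of the 9 passed the test (adjusted p between 0.0562 and 0.151 at (v + 28), and between 0.11 and 0.189 at (v + 35)). Of other families, the peptide transporter gene *VIT_18s0041g00590* passed the adjusted p over both stages but not the threshold on the fold (mean LFC 0.58, adjusted p = 0.0309).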

In 2014, the expression of three genes at (v + 28) and two genes at (v + 35) was modified by N fertilization. These genes are involved in metal or anions transport or belong to the ABC transporter family. 

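At (v + 28) in 2014 the chloride channel gene *CLC-B* (*VIT_14s0068g02190*), which carries anions into the vacuole, was at 1.91 ± 0.232 RPKM (SD, n = 3) in the control and 3.72 ± 0.489 RPKM in soil N100 (LFC 0.81, SE 0.17). The amino acid transporter gene *VIT_13s0019g04660* was at 4.57 ± 1.27 and 7.69 ± 0.62 RPKM (LFC 0.72, SE 0.19). For both every soil N100 library lay above every control library. At (v + 35) the metal transporter gene *NRAMP1* (*VIT_18s0001g02140*) was at 0.634 ± 0.105 and 0.263 ± 0.044 RPKM, with every soil N100 library below every control library, and was too low to be tested. Neither tested gene passed at (v + 28) (adjusted p = 0.71 and 1 from limma) or over both stages together (adjusted p = 0.185 and 0.179). Of the transporter genes of Table 5 for 2013, 37 were tested in 2014, of which 6 were higher and 2 lower at (v + 28), and 5 higher and 2 lower at (v + 35), at an unadjusted p of at most 0.05. With limma 0 were called at either stage, and limma-voom on the recovered reads called no gene at either stage.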

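The putative zinc transporter gene *VIT_19s0085g00740* was at 0.113 ± 0.0842 RPKM (SD, n = 3) in the control and 0.795 ± 0.507 RPKM in soil N100 at (v + 28) in 2014. At (v + 35) it was at 0.102 ± 0.0359 and 0.44 ± 0.0598 RPKM. Every soil N100 library lay above every control library at both stages. The gene was not tested, because its mean over the libraries of the year was under 0.5 RPKM.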

Only one gene was common between the two developmental stages (Table 5b).

**Table 5:** Transporter genes differentially expressed between the control and the soil N100 treatment at mid-ripening (v + 28) or ripeness (v + 35) in (a) 2013 and (b) 2014

A			
V1_ID	Best identity description	LFC	
		(v + 28)	(v + 35)
Putative transporters (Bincode 34)			
*VIT_00s0181g00010*	Sugar transporter 1-like	ns	0.61
*VIT_00s0259g00140*	Oligopeptide transporter (AtOPT3)	ns	0.83
*VIT_01s0011g00600*	Triose-phosphate transmembrane transporter	0.73	ns
*VIT_01s0011g01280*	Cation transmembrane transporter	0.68	ns
*VIT_01s0011g03400*	Proton-dependent oligopeptide transporter (POT)	ns	−0.63
*VIT_01s0011g06000*	Vacuolar iron transporter 1	ns	−0.73
*VIT_01s0026g00270*	Potassium transmembrane transporter	0.67	ns
*VIT_01s0026g01570*	Nitrate transporter 1:2-like (AtNRT1:2)	0.71	0.92
*VIT_02s0025g00810*	Sodium hydrogen antiporter	−0.71	ns
*VIT_02s0025g00990*	ABC transporter family	0.82	1.12
*VIT_03s0017g01290*	Fatty acid transporter	−0.66	ns
*VIT_03s0017g02170*	Zinc transmembrane transporter	0.60	0.74
*VIT_03s0038g02140*	Putative amino acid permease	ns	−0.80
*VIT_03s0038g03950*	Mitochondrial substrate carrier family	−0.84	ns
*VIT_03s0063g02250*	Polyol transporter 5-like (AtPLT5)	ns	−0.83
*VIT_05s0020g03140*	Carbohydrate transmembrane transporter	0.64	ns
*VIT_05s0049g02240*	AWPM-19-like	ns	−0.70
*VIT_05s0049g02310*	Integral membrane transporter family	−0.91	ns
*VIT_06s0009g01140*	Amino acid transporter family	−0.60	ns
*VIT_06s0061g00440*	Heavy-metal-associated domain-containing protein	0.68	ns
*VIT_06s0061g00730*	Gamma tonoplast intrinsic protein (Gamma-TIP)	1.32	1.01
*VIT_07s0151g00340*	Sulfate transporter 3;1	ns	1.07
*VIT_08s0007g02240*	Cation exchanger 3	0.73	ns
*VIT_08s0007g04780*	Gamma tonoplast intrinsic protein (Gamma-TIP)	0.77	0.71
*VIT_08s0007g06760*	Putative metal tolerance protein (MTPc3)	0.66	ns
*VIT_10s0003g02540*	P-Glycoprotein 9	ns	−0.77
*VIT_10s0003g02620*	AWPM-19-like membrane family	−0.66	ns
*VIT_10s0003g05480*	Phosphoglyceride transfer family protein	1.00	1.49
*VIT_11s0016g04160*	Sulfate transporter 3;5 (SULTR3;5)	0.71	0.70
*VIT_13s0019g04220*	Tryptophan/tyrosine permease family	−0.63	ns
*VIT_13s0019g04660*	Amino acid transporter family	1.22	1.31
*VIT_13s0067g02220*	Amino acid transporter family	0.67	ns
*VIT_14s0030g00340*	Sugar transporter family	ns	0.60
*VIT_14s0068g02190*	Chloride channel protein	1.23	0.89
*VIT_14s0108g00430*	Auxin efflux transporter	ns	0.65
*VIT_14s0108g00630*	Amino acid transporter family	1.29	ns
*VIT_15s0046g02420*	Plasma membrane intrinsic protein (PIP1A)	0.68	ns
*VIT_16s0050g01620*	ABC transporter family protein	0.73	ns
*VIT_18s0001g02120*	Inorganic anion transmembrane transporter	ns	−0.73
*VIT_18s0001g04910*	Sulfate transmembrane transporter (SULTR1;3)	0.64	ns
*VIT_18s0041g00590*	Proton-dependent oligopeptide transporter (POT)	ns	0.87
*VIT_19s0015g00860*	Oligopeptide transporter-like (AtOPT1)	−1.12	−0.96
*VIT_19s0090g01480*	Sodium transporter	ns	−0.62
B			
V1_ID	Best identity description	LFC	
		(v + 28)	(v + 35)
Putative transporters (Bincode 34)			
*VIT_01s0010g02440*	Chlorophyll/glutathione-S-conjugate transporter ATPase (AtMRP3-like)	1.08	ns
*VIT_14s0068g02190*	Chloride channel protein	0.90	ns
*VIT_18s0001g02140*	Manganese ion transmembrane transporter	−0.94	ns
*VIT_19s0085g00740*	Zinc transmembrane transporter	0.91	1.24

*p* value ≤ 0.05 and │LFC│ ≥ 0.6. *C* control, *ns* not significant

Only genes common to both stages that were differentially expressed between the control and the N100 treatment were examined due to the fact that Glut-3SH level was modified at both stages. 

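Among the genes common to both stages in 2013, the zinc transporter-like gene *VIT_03s0017g02170* was at 87.8 ± 2.15 RPKM (SD, n = 3) in the control and 130 ± 33.5 RPKM in soil N100 at (v + 28), and at 48.8 ± 7.61 and 80.3 ± 16.6 RPKM at (v + 35). The sulfate transporter-like gene *VIT_11s0016g04160* was at 142 ± 21.7 and 231 ± 65 RPKM at (v + 28) (LFC 0.68, SE 0.21), and its LFC was 0.67 at (v + 35). The chloride channel gene *CLC-B* (*VIT_14s0068g02190*) was at 3.92 ± 1.33 and 11.4 ± 4.39 RPKM at (v + 28) (LFC 1.41, SE 0.27), and its LFC was 0.74 at (v + 35). The libraries of the treatments did not overlap for any of these genes at either stage. Each was up-regulated over both stages together, with a mean LFC of 0.62 (adjusted p = 0.016 from limma) for the zinc transporter, 0.67 (0.0181) for the sulfate transporter and 1.07 (0.0113) for *CLC-B*.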

Within this category, in 2013, genes encoding a putative nitrate transporter (*VIT_01s0026g01570*), a putative zinc transporter (*VIT_03s0017g02170*), a putative sulfate transporter (*VIT_11s0016g04160*) and a putative chloride transporter (*VIT_14s0068g02190*) were found. 

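The gamma tonoplast intrinsic protein gene *VIT_08s0007g04780*, which encodes an abundant water channel of the vacuole membrane, was at 324 ± 41 RPKM (SD, n = 3) in the control and 530 ± 32.3 RPKM in soil N100 at (v + 28) in 2013, and at 229 ± 43.1 and 371 ± 58.1 RPKM at (v + 35) (mean LFC 0.71, adjusted p = 0.0098 from limma). The second gene of this kind, *VIT_06s0061g00730*, was low, at 0.961 ± 0.112 and 3.22 ± 1.48 RPKM at (v + 28) (LFC 1.28, SE 0.28). The amino acid transporter gene *VIT_13s0019g04660* was at 3.77 ± 1.59 and 11 ± 3.73 RPKM at (v + 28) (LFC 1.46, SE 0.30), and its LFC was 1.08 at (v + 35). The SEC14-like gene *VIT_10s0003g05480*, of phosphoglyceride transfer, had LFC 0.92 and 1.11 (SE 0.22), and was up-regulated over both stages together (adjusted p = 0.00958). All soil N100 libraries lay above all control libraries for each of these genes at both stages. Of the 3 aquaporin genes named by the paper, 2 were up-regulated over both stages together, and adjusted over the list alone 3 were up-regulated at (v + 28) and 2 at (v + 35), which is not independent evidence.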

Two gamma tonoplast intrinsic protein (*VIT_06s0061g00730* and *VIT_08s0007g04780*), a putative phosphoglyceride transporter (*VIT_10s0003g05480*) and a putative amino acid transporter (*VIT_13s0019g04660*) were also identified. Interestingly the expression of genes encoding an ABC transporter (*VIT_02s0025g00990*) and an oligopeptide transporter (OPT, *VIT_19s0015g00860*) was also differentially expressed between treatments. 

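The ABC transporter gene *VIT_02s0025g00990* was near the limit of detection, at 0.255 ± 0.0799 RPKM (SD, n = 3) in the control and 0.468 ± 0.0354 RPKM in soil N100 at (v + 28), and at 0.121 ± 0.0399 and 0.342 ± 0.105 RPKM at (v + 35). Every soil N100 library lay above every control library at both stages. Its mean was under 0.5 RPKM, so the gene was not tested, and the difference of the mean log2 values was 0.36 and 0.43.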

The expressing of all these genes was up-regulated by N except for the OPT gene which was down-regulated. It was 2-fold lower in the soil N100 treatment compared to the control. In addition to *VviNiR*, *VviGST3*, *VviGST4* and *VviGGT* which the expression validate the RNA-seq results, the expression of *VIT_19s0015g00860* (*VviOPT*) was confirmed by real-time PCR. It was significantly down regulated by N at (v + 35) in 2013 and at (v + 28) in 2014 (Additional file 4).

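The oligopeptide transporter gene *VIT_19s0015g00860* was at 1.66 ± 0.113 RPKM (SD, n = 3) in the control and 0.57 ± 0.26 RPKM in soil N100 at (v + 28) (LFC -1.04, SE 0.18). At (v + 35) it was at 0.91 ± 0.182 and 0.347 ± 0.13 RPKM (LFC -0.74, SE 0.18), and every soil N100 library lay below every control library at both stages. The gene was down-regulated over both stages together (mean LFC -0.89, SE 0.13, adjusted p = 0.00937 from limma), with an adjusted p of 0.0562 at (v + 28) and 0.132 at (v + 35). Of 4 oligopeptide transporter genes named by the paper 1 was up- and 1 down-regulated over both stages together. Adjusted over the list alone, 1 was down-regulated at (v + 28), and 2 were up- and 1 down-regulated at (v + 35). The paper chose these genes on the same samples, so the counts are not independent evidence.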

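In 2013 the putative zinc transporter gene *VIT_19s0085g00740* was at 0.755 ± 0.451 RPKM (SD, n = 3) in the control and 1.47 ± 0.75 RPKM in soil N100 at (v + 28), with overlapping libraries. In 2014 the difference of the mean log2 values was 1.02 at (v + 28) and 0.64 at (v + 35). The LFC of 2013 was 0.64 at (v + 28) and 0.73 at (v + 35) (SE 0.43), and the gene did not pass the test over both stages together (adjusted p = 0.125 from limma). Its name is shared by *VIT_03s0017g02170*, which was far more abundant and had LFC 0.25 at (v + 28) in 2014 (SE 0.26).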

In 2014, only a putative zinc transporter (*VIT_19s0085g00740*) was common between the two developmental stages.

## Discussion

The aim of this study was to investigate the effect of vine N status on the content of two major volatile thiols, 4MSP and 3SH, and the accumulation of the precursors of 3SH in grape berries and must. The implication of *VviGST3*, *VviGST4* and *VviGGT* genes in the biosynthetic pathway of 3SH precursors was also assessed and new candidate genes which might be involved in its genesis were identified.

A complete agronomic approach was set up. Vines were the subject to various levels of N status, while vine water status and vigor were controlled. This experimental set-up allowed us to study the direct effect of N nutrition on the targeted metabolites, without an interference with other parameters. The agronomic approach was complemented with an analytical approach where 3SH and its precursors were quantified and with a global transcriptomic approach. This multi-approach study allowed a better understanding of the phenomena and mechanisms underlying the regulation of volatile thiol and volatile thiol production by vine N status.

In the wine, 3SH increased with vine N status. Differences were statistically significant in the majority of combinations. In berries, Glut-3SH content was very low in early stages of development and increased during ripening regardless of vine N status, in accordance with Roland et al. and Cerreti et al. [51, 52]. The increase was in general greater in N+ conditions compared to the control particularly at mid-ripening and ripeness stages. Cys-3SH was detectable only in Bordeaux and Sancerre berries in 2013. Its concentration was stable during berry ripening and its synthesis was not impacted by vine N status. Like in the berry, Glut-3SH content in must was affected by vine N status while Cys-3SH did not reveal any response to N supply. Both precursors are supposed to be implicated in the genesis of 3SH and until recently, the Cys-3SH was considered as the major precursor used by the yeast to release the 3SH. In the present study, N addition did not affect Cys-3SH level while it impacted the content of Glut-3SH and consequently the content of 3SH. This observation seems to indicate that 3SH could be synthetized from Glut-3SH, independently from Cys-3SH. This result is consistent with Cordente et al. [53], who showed that Glut-3SH can be a direct precursor of 3SH. Still, further studies are required to elucidate the exact pathways for the release of this thiol (i.e. from C6 compounds…) [54–56].

Precursor synthesis was higher in the must compared to berries. As berries were immediately frozen at sampling, precursors synthesis and enzyme activity in the berry were blocked. In must, enzyme activity was maintained, and they were in direct contact with the substrate. This could explain the higher concentrations of precursors in the must, in addition to a putative effect of other pre-fermentation operations. Moreover gene expressions were stimulated by high vine N-status, enhancing precursors synthesis. More investigations are required to obtain a precise explanation of the striking differences in concentration of precursors between berries and must.

The response of vine to N status in terms of metabolite synthesis or accumulation in the berries and genes profiling was relatively different between 2013 and 2014. This maybe due to the different plant material used in both years (clone 316 grafted on Fercal in 2013 and clone 108 grafted on 161-49 C in 2014) or to differences in climatic conditions, 2014 being warmer year and 2013 a year with more sunshine hours during July and August (data not shown). N absorption and/or assimilation can be influenced by the clone [57] or by the rootstock [38]. In Bordeaux in 2014, the maximal accumulation of Glut-3SH in the berries was reached at (v + 28) while in 2013, it was attained at (v + 35) with concentrations 2-fold higher for the soil N100 treatment. Moreover, in 2013, more genes were differentially expressed between the two treatments compared to 2014 at both developmental stages indicating that the response of grapevine to environnemental conditions also depend on the genotype of the plant.

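The pathogenesis-related genes had mostly positive LFCs in both years, but the paper listed them from these samples, so this is not independent evidence. The 8 wound response genes did not share this. Their median LFC was 0.99 at (v + 28) and -0.59 at (v + 35) in 2013, and 0.009 and -0.042 in 2014. The acidic endochitinase gene *VIT_16s0050g02220* was at 0.465 ± 0.118 RPKM (SD, n = 3) in the control and 2.9 ± 2 RPKM in soil N100 at (v + 28) in 2013, and at 0.566 ± 0.0788 and 1.47 ± 0.203 RPKM in 2014. The 15 genes of photosystems and light harvesting had a median LFC of 0.68 at (v + 28) in 2013 and 0.05 in 2014. The *PSBQ-2* gene *VIT_00s0904g00010* had LFC 1.08 in 2013 (SE 0.34) and 0.19 in 2014 (SE 0.17). The paper listed the photosystem genes from these samples, and listed far more genes for 2013 (626) than for 2014 (38). Lower LFCs of these genes in 2014 can therefore come from that choice. The LFCs of 2013 and 2014 correlated across 16899 genes with r = 0.487 at (v + 28) (Spearman's rho 0.455) and r = 0.299 at (v + 35) (rho 0.287), and genes are not independent replicates. Among regroupings of the libraries within each year, 3 of 200 reached the r of (v + 28) and 13 of 200 that of (v + 35). The difference between the years was tested directly for every gene, and none passed at (v + 28) (0 with limma, 0 with limma-voom, 753 at an unadjusted p of at most 0.05) or at (v + 35) (0, 0 and 1110). A larger number of called genes in 1 year is therefore not a tested difference between the years. Without control replicate 3 of 2014 the r was 0.274 at (v + 28) and 0.143 at (v + 35). The clone and the rootstock differed together with the year, so their effects cannot be told apart here. The paper names the plant material or the climate as possible reasons for the difference between the years. It takes the larger number of differentially expressed genes in 2013 as a sign that genotype also plays a part.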

In 2011, Kobayashi et al. [27] demonstrated that *VviGST3*, *VviGST4* and *VviGGT* are key genes in the biosynthetic pathway of 3SH precursors and that their expression is correlated to Glut-3SH and Cys-3SH levels in grape berries. 

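Over both years together *VviNiR* (*VIT_03s0063g00370*) had a mean LFC of 0.51 at (v + 28) (SE 0.09, adjusted p = 0.00472 from limma) and 0.44 at (v + 35) (SE 0.09, adjusted p = 0.0244). The difference between the years was 0.40 at (v + 28) and 0.16 at (v + 35) on the log2 scale, 2013 minus 2014, and did not pass the test. Glutamate synthase (*VIT_16s0098g00290*) had a mean LFC of 0.50 at (v + 28) (adjusted p = 0.0288).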

Higher transcript abundance of *VviNiR* in the berries were observed in soil N100 treatment, confirming that the vines responded to N supply at a transcriptomic level in our study. Unlike *VviGST3*, *VviGST4* and *VviGGT* whose transcript abundances were similar in vines with highly different N status, Glut-3SH content was influenced by N supply. Thus, in the present study, *VviGST3* or *VviGST4* transcript abundance do not relate to Glut-3SH contents. Hence, it can be assumed that these two genes are not responsible of the variation observed in Glut-3SH levels in berries. The mode of genesis of the different precursors and the potential implication of a *VviGST* or a *VviGGT* needs further investigation.

In plants, the glutathione-*S*-transferases are a superfamily of proteins involved in enzymatic detoxification of endo- and xenobiotics. Plant GSTs are divided into six sub-classes namely tau (U), phi (F), zeta (Z), theta (T), lambda (L) and dehydroascorbate reductases [58]. In *A. thaliana*, AtGSTU25 (GenBank: 838289) was demonstrated to bind to *S*-hexanol-glutathione which can be the product of the addition of glutathione to *trans*-2-hexenal [59–61]. These compounds serve as precursors of the 3SH in the grape berries. Among the identified GSTs in 2013, *VIT_19s0015g02680* possesses a predicted protein sequence which presents 69 % of similarity with that of *AtGSTU25*. Taken all together, *VIT_19s0015g02680* could be a potential candidate gene encoding an enzyme implicated in the biosynthetic pathway of 3SH precursors.

In the present study, *VviGGT* transcript abundance was not affected by vine N status, and likewise, the level of Cys-3SH, the metabolite supposed to be formed in response to its enzymatic activity. The expression of *VviGGT* gene was not regulated by N, which may explain the absence of an effect of N on the cysteinylated precursor.

The global transcriptomic approach allowed the identification of genes encoding transporters involved in peptides and oligopeptides transport. In *A. thaliana*, based on sequence similarity and mechanism, three gene families have been shown to transport peptides: (i) the ATP-binding cassette (ABC) superfamily, (ii) the peptide transporter (PTR) or the proton–dependent oligopeptide transporter (POT) family and (iii) the oligopeptide transporter (OPT) family [62].

In this work, an OPT gene (*VIT_19s0015g00860, VviOPT1*) was identified. In *Vitis vinifera*, 18 OPT genes were identified that possess a conserved OPT domain essential for their transporter activity [63]. The OPT proteins may be involved in 4 different processes: long-distance metal distribution [64], heavy metal sequestration [65, 66], nitrogen mobilization [62, 66] and glutathione transport [65–68]. The protein sequence of *VviOPT1* possesses 47.9 % of similarity with that of *ScOPT1* in *S. cerevisiae* (GenBank: 853218). Subileau et al. (2009) showed that the knockout mutant of the *OPT1* gene in *S. cerevisiae* reduced the accumulation of 3SH precursors in grape must. They deduced that the majority of Glut-3SH is transported into yeast via OPT1. In the absence of this transporter, the precursor uptake limited significantly the production of 3SH [55]. Recently, Santiago and Gardner [69] demonstrated that ScOPT1 is required to the conversion of Glut-3SH to 3SH. 

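At (v + 35) in 2014 *VviOPT1* (*VIT_19s0015g00860*) was at 0.362 ± 0.11 RPKM (SD, n = 3) in the control and 0.173 ± 0.0541 RPKM in soil N100. At (v + 28) it was at 0.432 ± 0.0371 and 0.27 ± 0.0425 RPKM. Every soil N100 library lay below every control library at both stages, and the difference of the mean log2 values was -0.28 at (v + 28) and -0.35 at (v + 35). The gene was not tested in 2014, because its mean over the year was under 0.5 RPKM.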

Noteworthy is the fact that *VviOPT1* expression profile was also affected by N at (v + 35) stage in 2014 (LFC − 0.71 and *p* value 0.005), however the adjusted *p* value was above threshold.

Concerning the ABC transporter genes, *VIT_02s0025g00990* and *VIT_16s0050g01620* responded to N supply at both stages in 2013. 

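The ABC transporter gene *VIT_16s0050g01620* was at 7.2 ± 1.07 RPKM (SD, n = 3) in the control and 11.8 ± 2.31 RPKM in soil N100 at (v + 28) in 2013 (LFC 0.67, SE 0.25), with no overlap between the libraries. At (v + 35) it was at 4.01 ± 0.836 and 6.85 ± 2.61 RPKM (LFC 0.65), and the libraries overlapped. It was up-regulated over both stages together (mean LFC 0.66, adjusted p = 0.0289 from limma), with an adjusted p of 0.15 at (v + 28) and 0.2 at (v + 35).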

In 2014, another ABC transporter (*VIT_01s0010g02440*) responded to this nutrient but its expression was only significantly modified at (v + 28). 

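The gene *VIT_01s0010g02440*, described as *AtMRP3*, an ABC transporter, was at 0.18 ± 0.0372 RPKM (SD, n = 3) in the control and 0.483 ± 0.0834 RPKM in soil N100 at (v + 28) in 2014, where every soil N100 library lay above every control library. At (v + 35) it was at 0.148 ± 0.053 and 0.248 ± 0.106 RPKM, with overlapping libraries. Its mean was under 0.5 RPKM in 2014, so it was not tested. In 2013 its LFC at (v + 28) was 0.45 (SE 0.35, adjusted p = 0.447 from limma).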

In *A. thaliana,* ABC transporters could be involved in glutathione-*S*-conjugates and chlorophyll catabolism [70].

Among the POT family, *VIT_01s0011g03400* which is responsive to N status, encodes a nitrite transporter similar to a putative transporter involved in nitrite metabolism (73 % of similarity) described in *A. thaliana* (AT1G68570; GenBank: 843186).

Based on these evidences, the *VviOPT* genes and the *ABC transporter* genes identified in the present study may be potential candidate genes implicated in the transport of GSH or the GSH-*S*-conjugates that are necessary for the genesis of 3SH precursors.

In Bordeaux, a significant positive effect of N supply on Glut-3SH level was observed in 2013 and 2014 while in Sancerre the impact was non-significant. In the Sancerre vineyard in both vintages, vine vigor was increased in soil N100 treatment. The non-significant response of Glut-3SH level to N nutrition in Sancerre may be due to a decrease in 3SH precursors synthesis in soil N100 treatment, related to increased vine vigor. Greater leaf areas might have modified the microclimatic conditions in the bunch zone, decreasing the temperature and radiation at the grape level, although no precise micro climatic measurements were carried out. The observed effect could be due either to indirect UV–B or temperature differences. Indeed, an effect of harvest temperature on the concentration of 3SH precursors was described by Kobayashi et al. [27], suggesting that the accumulation of these molecules depend on the climatic conditions. Light or radiation may stimulate the synthesis of thiol precursor or enhance their degradation. No studies have been published on the direct effect of temperature and radiation on 3SH precursors, and more research is required on this highly relevant subject. So the lack of impact of N on Glut-3SH in the Sancerre experiment might be the result of a modification of the microclimate at the level of bunch zone.

The positive effect of nitrogen on 3SH content in wine could also result from a stabilisation of this compound in berries from high N vines. Thiols are very sensitive molecules and can be lost due to oxidation reactions in the grape must [71–73]. The presence of antioxidant molecules in wines from soil N100 modality might explain their stabilization. Among these antioxidants, glutathione (GSH) plays an important role in the stability of volatile thiols in wine. This molecule is very important in oenology, especially for the production of white wine. GSH content responds positively to N status [28, 29] and its implication in the biosynthetic pathway of 3SH was recently demonstrated [22]. The role of glutathione on the synthesis or stability of volatile thiol, in particular with regard to 3SH, requires further research. It needs to be clarified if higher 3SH levels in wine in the presence of high GSH levels results from increased production or greater stability of 3SH.

## Conclusion

The effect of vine N status on volatile thiols in wines from *Vitis vinifera* cv Sauvignon blanc wines and their precursors in grapes and must was investigated combining agronomic, analytic and transcriptomic approaches. An effect of vine N status on 3SH was found, while N did not have an effect on 4MSP. High vine N status increased 3SH level in wine through an increase of Glut-3SH content in grape berries and must, but did not impact Cys-3SH level. This observation seems to indicate that 3SH could be synthetized from Glut-3SH, independently from Cys-3SH and from the activity of VviGST3, VviGST4 and VviGGT. In the berry, the impact of N on Glut-3SH involves putatively another type of GSTs, as well as oligopeptide transporters.

### Sample collection in a commercial vineyard

Samples were collected for this study at the commercial vineyard of ChâteauCouhins (Pessac-Léognan, France) and Domaine Fontaine-Audon (18240 Sainte-Gemme en Sancerrois, France) with the authorization of the owners and following the INRA’s ethics charter (http://institut.inra.fr/en/Objectives/Promoting-ethics-and-a-code-of-conduct/All-reports/Ethics-Charter/Professional-Ethics-Charter).

## Abbreviations

3SH, 3-sulfanylhexan-1-ol; 4MSP, 4-methyl-4-sulfanylpentan-2-one; 6SH, 6-sulfanylhexanol; ABC, ATP-binding cassette; Cys-3SH, *S*-3-(hexan-1-ol)-cysteine; Cys-4MSP, *S*-4-(4-methylpentan-2-one)-L-cysteine; Cysgly-3SH, *S*-3-(hexan-1-ol)-cysteinylglycine; GGT, γ-glutamyltranspeptidase; Glut-3SH, *S*-3-(hexan-1-ol)-glutathione; Glut-4MSP, *S*-4-(4-methylpentan-2-one)-L-glutathione; GO, gene ontology; GSH, glutathione; GST, glutathione-*S*-transferase; LFC, log_2_(Fold-Change); LOQ, limit of quantification; MMSB, 4-methoxy-2-methyl-2-sulfanylbutan; N, nitrogen; NiR, nitrite reductase; OPT, oligopeptide transporter; POT, proton-dependent oligopeptide transporter; PTR, peptide transporter; RPKM, reads per exon kilo base per million mapped sequence reads; Soil N100, 100 kg per hectare of nitrogen applied to the soil; v, mid-veraison; v + 28, mid-ripening; v + 35, ripeness; v-20, bunch closure; YAN, yeast available nitrogen

## Additional files

Additional file 1: Genes differentially expressed in response to N at (v + 28) and (v + 35) in 2013. *p* value ≤ 0.05 and │LFC│ ≥ 0.6. C, control; ns, not significant. (XLSX 49 kb) Additional file 2: Genes differentially expressed in response to N at (v + 28) and (v + 35) in 2014. *p* value ≤ 0.05 and │LFC│ ≥ 0.6. C, control; ns, not significant. (XLSX 12 kb) Additional file 3: Genes differentially expressed in response to N at (v + 28) and (v + 35) in 2013 and 2014. *p* value ≤ 0.05 and │LFC│ ≥ 0.6. C, control; ns, not significant. (XLSX 10 kb) Additional file 4: Changes in relative transcript levels of *VIT_19s0015g00860* (*VviOPT*) in grape berries at mid-ripeness (v + 28) and ripeness (v + 35) in the Bordeaux experimental site. Transcript levels were analyzed by real-time PCR and are shown relative to expression of *VviGAPDH* and *VviActin* in each sample. All data are presented as mean of three biological replicates and two technical replicates. Letters indicate significant differences. Error bars indicate Standard Error (SE). Statistical significance was determined by Student’s *t* test (*p* value ≤ 0.05).

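Additional file 1 gives, for each gene with an effect of N in 2013, an ID, a description, a functional category and the LFC of each stage at which the authors called it. It lists 399 genes at (v + 28) and 347 at (v + 35), of which 382 and 313 were expressed enough to be tested here. All of these had the same sign here as in the file, 371 and 307 of them at an unadjusted p of at most 0.05. The LFCs of the file and of limma correlated across genes with r = 0.981 at (v + 28) and 0.984 at (v + 35). At the adjusted p and the fold of the file, 11 and 1 of them were called at these stages, and 208 and 166 for the mean of both stages. Among the listed genes, the defence-related gene *DMR6* (*VIT_16s0098g00860*), chosen after its values were seen, was at 25.1 ± 6.07 RPKM (SD, n = 3) in the control and 68.8 ± 31.5 RPKM in soil N100 at (v + 28), with a mean LFC over both stages of 1.17 (adjusted p = 0.0152 from limma). The paper compiled the list from these samples, so the share with the same sign is not independent evidence.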

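Additional file 2 gives the same columns for 2014. It lists 25 genes at (v + 28) and 21 at (v + 35), of which 21 and 19 were expressed enough to be tested. All of them had the same sign here and an unadjusted p of at most 0.05. With limma 0 and 1 of them were called at the stages, and 5 and 6 for the mean of both stages. The LFCs correlated across genes with r = 0.983 and 0.987. The gene called at (v + 35) encodes an osmotin.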

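Additional file 3 gives the genes that the authors called in both years at a stage, with the LFC of each year. The values come from separate comparisons of each year, and the clone and the rootstock of the vines changed with the year.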

How the deposited data were processed for this re-analysis (not part of the article)

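Expression was measured by mRNA sequencing of Sauvignon blanc berries from the Bordeaux site, with 3 libraries of the control and 3 of the soil N100 treatment at (v + 28) and at (v + 35) in each of 2013 and 2014, 24 libraries in all. The clone and the rootstock changed with the year, so the years were fitted apart and compared only through contrasts within each year.

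The RPKM values were made by the authors, who called bases with CASAVA 1.8.2, mapped the reads to the 12X grapevine genome with TopHat2 2.0.10 and Bowtie2 2.1.0, kept uniquely aligned reads, counted them per gene of the V1 annotation with HTSeq 0.5.4p3 (intersection nonempty mode) and divided the counts of each library by gene length and by library size before deposit. Replicates were not pooled, and genes at 0 in all 12 libraries of a year were not listed. For 99.99% of the genes of 2013 and 99.98% of those of 2014 the whole numbers of reads behind the values could be recovered. In simulated RPKM tables of the same form, every read number was recovered for 99.72% of 25511 genes. The reads in listed genes ranged from 28.3 to 72.3 M per library and made up 75.6 to 83.4% of the library size used for the RPKM. The 10 most abundant genes took 5.3 to 9.5% of the reads of a library. The median SD of a gene between the replicates of a group was 0.101 to 0.17 on the log2 scale.

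Values were read with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, figures with matplotlib 3.10.9) and fitted in R 4.3.3 with limma 3.58.1. In each year log2(RPKM + 0.5) of the genes with a mean of at least 0.5 RPKM over the 12 libraries was fitted with 1 mean for each of the 4 groups of treatment and stage, followed by empirical Bayes moderation with an intensity trend. The p values were adjusted by Benjamini-Hochberg over the genes tested. A gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 0.6 in size, the thresholds that the paper gives. Contrasts were soil N100 against control at each stage, the difference of these effects between the stages, and the change from (v + 28) to (v + 35) in control vines. For the difference between the years the log2 fold changes of the separate fits were subtracted and tested with Welch-Satterthwaite degrees of freedom. Effects were also compared by Pearson and Spearman correlation across genes, without a p value, since genes are not independent replicates. Reads were also simulated, drawn independently for each gene and library with the dispersion of the data, and turned into RPKM. There limma called 74 to 79.8% of the genes with a true log2 difference of 1 at a single stage and 83 to 88.9% for the mean of both stages. There were 1 to 7 false calls per contrast among the unchanged genes. The simulation holds no shift shared by the genes of a library, whereas the real counts rested on single libraries, so these shares may be too high for the data. The count-based tools edgeR and DESeq2 were not applied to the recovered reads, which were fitted with limma-voom only, so the paper's own test was not repeated. The mean effect of both stages of a year, the mean effect of both years at a stage, limma-voom on the recovered reads, reads thinned to the shallowest library of the year, stages averaged per replicate number and the counts per functional category of the paper were added after the data had been seen. The mean of both stages takes the libraries of the 2 stages as independent, although the paper sampled the same blocks at each stage. In the alternative the 2 libraries of a treatment and number were averaged before a test of 3 values against 3. The comparisons, thresholds, lists and all other alternatives were set before the data were examined.

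Genes were named by a fixed rule, namely the genes with an ID in the results, the discussion and Tables 4 and 5 of the paper, the 10 called genes with the largest rise and the 10 with the largest fall per comparison whose libraries did not overlap, and 2 to 4 members of each gene list. The values that the paper gives for these genes had been seen. Of the 26740 gene IDs in the tables, 0 were found in the available reference table of gene names, and 648 are named by the tables of the paper. Genes without a description there are given by their ID or left out. There were 30 gene lists, defined by words in the descriptions (for example osmotin, chitinase or photosystem), of which 26 had at least 1 described gene. The paper's own tables supply their members, which were chosen on these samples, so the lists were counted and no gene set test was made. *VviGST3*, *VviGST4* and *VviGGT* could not be matched to an ID.

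The alternatives were a pseudocount of 0.1 or 1, no filter on expression or a minimum mean of 2 RPKM, rescaling by median ratios, quantile normalization, moderation without a trend, a block for the replicate number, the 6 libraries of a comparison alone, unadjusted p values, no threshold on the fold, correlations over genes with a mean of at least 10 RPKM, and leaving out each library in turn. Samples were regrouped at random, or in all 10 possible ways for 3 libraries against 3, to see how often other splits gave results as large. Exon, isoform and variant data were not available and were left out. The measurements of thiols, precursors, glutathione and N status, and the quantitative PCR, are not part of the deposited tables and were not analysed.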

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

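The tests of sequencing depth, ripening, neighbouring gene copies and seed tissue, and the effects averaged over stages or years, were chosen only after the result was seen.

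Genes of the wound-responsive family stood out in 2013 because every soil N100 library of *VIT_12s0057g00070*, *VIT_12s0057g00100*, *VIT_12s0057g00120* and *VIT_12s0057g00170* lay above every control library at (v + 28) and below every control library at (v + 35), which makes 4 of the 8 wound response genes tested. *VIT_12s0057g00070* was at 7.15 ± 0.473 RPKM (SD, n = 3) in the control and 14.3 ± 4.35 RPKM in soil N100 at (v + 28), and at 8.68 ± 3.27 and 3.13 ± 0.228 RPKM at (v + 35). The difference of the effect between the stages, with a median of -1.71 on the log2 scale, passed for 7 of the 8 when adjusted over the list alone, and for 0 over all genes with limma (smallest adjusted p 0.307, 7 at an unadjusted p of at most 0.05) and with limma-voom. The 8 genes were drawn by the paper from these samples, so this is not independent evidence, and in 2014 the order was reversed between the stages for 0 of them. Over all genes 33 of 17298 (0.191%) switched order completely between the stages of 2013, where 0.5% were expected by chance.

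Among genes that no table of the paper lists, 75 of the 347 called for the mean of both stages of 2013 (23 up- and 52 down-regulated) gave a signal in data the paper did not discuss. Most of the 75 lie on the side that depended on the scaling. Over all genes the 147 down-regulated for this mean became 73 with median ratios. With the 2 libraries of a treatment and number averaged first, 11 of the 347 remained called. A signal also appeared in a comparison that the paper does not report for the sequenced genes, the change from (v + 28) to (v + 35) in control vines, where 1464 genes were called in 2013 (680 up and 784 down) and 358 in 2014 (87 up and 271 down). Of these, 38 were up and 112 down in both years, where 3.22 and 12 were expected for independent calls, and 5 went opposite ways.

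Defence genes were weighed in both years. At (v + 28) the 16 pathogenesis-related genes of 2013 lay on average 1.22 (SE 0.443) above the control on the log2 scale, and the 15 of 2014 lay 0.856 (SE 0.076) above it. The level of the soil N100 berries at (v + 28) was also above that of control berries 7 days later, by 1.01 (SE 0.489) in 2013 and 0.725 (SE 0.151) in 2014. For 2014 this argues against ripening ahead by up to 7 days as the whole cause. For 2013 the margin is too small against its SE, with 3 libraries against 3, to decide. A delay of up to 7 days is argued against by their level at (v + 35), which was above that of control berries 7 days before by 1.30 (SE 0.301) and 0.736 (SE 0.144) and above that of control berries of the same day by 1.08 (SE 0.365) and 0.604 (SE 0.195). Unequal depth is argued against because 10 of the 10 called genes remained called after thinning. Outside the cluster of neighbouring osmotin copies 11 of 11 genes were higher in both years, and reads moved between those copies cannot have raised them. The paper listed all of these genes from the same libraries, so levels above the control are in part fixed by that choice. A response of berry defence to N may be behind this pattern, as may a difference in infection between the plots, and neither was tested.

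Seed genes parted at (v + 35) in 2013. All 11 genes of late embryogenesis abundant proteins and oleosins were lower in soil N100 (mean LFC -0.80), such as *VIT_09s0002g06070*, at 109 RPKM in the control, while both cruciferin genes were higher (mean LFC 1.45, *VIT_07s0005g03420* at 15.1 RPKM in the control). The difference was 2.25 (SE 0.438), which argues against a lower share of seed tissue in the soil N100 libraries as the whole cause, since it would lower both groups. All of these genes were picked by the paper from these libraries. An altered course of seed maturation may be an explanation and stays untested.

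The shared part of the response in 2013 and 2014 was weighed at (v + 28), where the effects of the years correlated with r = 0.487. The share of regroupings with an r as high was under 0.05 for this value (3 of 200 regroupings, highest other 0.606), but not for r = 0.299 at (v + 35) (13 of 200, highest other 0.459). A difference in depth is argued against by r = 0.474 after thinning to equal reads. With the ripening effect of the other year taken out, r was 0.505. This cannot decide on a common shift in ripening, because the ripening effects of 2013 and 2014 correlated only with r = 0.379. The ripening effect of the other year had r = -0.123 (2013) and 0.117 (2014) with the N effect, so removing it could change little. Without control replicate 3 of 2014 the r at (v + 28) was 0.274. The cause of the shared part was not tested further, and clone, rootstock and season all changed together.

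For the genes called at a single stage, the 10 splits of 6 libraries into 3 and 3 are too few for a share under 0.05. The real split and the highest other called 12 and 7 genes at (v + 28) and 1 and 0 at (v + 35) in 2013, and 0 and 0 at (v + 28) and 1 and 0 at (v + 35) in 2014, so that 1, 1, 10 and 1 of the 10 splits called as many as the real one. Taking the libraries of the 2 stages as independent, chance can be excluded for the mean of both stages in 2013 (1 of 100 regroupings, 347 calls against at most 84 in the others). In 2014 the share was under 0.05 too (4 of 100, 7 calls), but other regroupings called more, so chance is unlikely and not excluded. The paper sampled the same blocks at both stages, and regroupings that keep the libraries of a block together would be only 10, too few for a share under 0.05. In 2014 another regrouping called 93 genes, which points to a structure of the samples. For the mean of both years the share was under 0.05 at (v + 28) (1 of 100, 112 calls against at most 108) and at (v + 35) (2 of 100, 40 against 41). With other regroupings so close, or higher, chance is unlikely and not excluded. The genes called over both stages of 2013 had a mean effect of 0.278 in the same direction in the libraries of 2014. The share of regroupings as high was under 0.05 (1 of 400), but the highest other was close, at 0.259. These regroupings also take the stages as independent and split the blocks, so chance is unlikely and not excluded. For the differences between the stages and between the years limma called 0 genes, so all 100 regroupings called as many and decide nothing. Other regroupings called up to 141 genes (stages, 2013), 11 (stages, 2014), 1333 (years, (v + 28)) and 67 (years, (v + 35)). Unadjusted, 351 and 156 genes had a p of at most 0.05 for the stages and 753 and 1110 for the years, and limma-voom called 0 in each.

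These values rest on single libraries and on the degrees of freedom. For the mean of both stages there were 11 calls in 2013 and 2 in 2014 with the libraries of a treatment and number averaged first. In 2013 there were 194 calls without control replicate 2 and 229 without soil N100 replicate 1 of (v + 28). For the mean of both years the calls at (v + 28) were 40 without control replicate 2, 63, 184 and 73 without soil N100 replicates 1, 2 and 3 of 2013, and 74 without control replicate 3 of 2014. At (v + 35) they were 186 without soil N100 replicate 2 of 2013, 157 without control replicate 2 of 2014, 7 and 2 without soil N100 replicates 1 and 3 and 9 and 5 without control replicates 2 and 3 of 2013, and 9, 18 and 16 without control replicate 3 and soil N100 replicates 2 and 3 of 2014. Averaged over the stages of 2014 they were 3 without control replicate 1 of either stage or soil N100 replicate 1 or 2 of (v + 35), 4 without soil N100 replicate 1 or 3 of (v + 28) or control replicate 3 of (v + 35), and 13 without control replicate 2 of (v + 35).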

How the results depend on the processing

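Limma-voom on the recovered reads, reads thinned to the shallowest library, stages averaged per replicate number, and all effects averaged over stages or years were chosen only after the result was seen. DESeq2 and edgeR, planned in case whole reads were recovered, were not run although the reads were recovered. Limma-voom was fitted to these reads instead, so the paper's own test was not repeated.

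Among the defence genes, 10 of 16 were called for the mean of both stages of 2013, and under the alternatives other than leaving out 1 library or averaging the stages per replicate number the count lay between 8 and 13, and that of the 3 glutathione S-transferase genes between 2 and 4. The 347 genes called for that mean, the 112 for the mean of both years at (v + 28) and the 11 photosystem genes each moved further under 1 other such alternative. In limma and in limma-voom 0 genes differed between the stages under each of these alternatives. The r of the N effect with ripening at (v + 28) also moved by less than the spread between replicates in both years. The named genes that were called kept their direction in every alternative, and the adjusted p of the pectate lyase gene *VIT_01s0137g00240* at (v + 28) in 2013 lay between 0.00702 and 0.239, with a call in 6 of 17 settings. Among the LFC of all named genes 13 lost and 0 gained a call without a filter, 9 and 0 without a trend, 6 and 2 with median ratios or quantile normalization, 2 and 2 with a pseudocount of 0.1, 1 and 0 with 1, 1 and 2 with a minimum of 2 RPKM, 14 and 3 with the 6 libraries alone, 3 and 1 with limma-voom, 1 and 0 with thinned reads and 0 and 25 with the replicate block. Leaving out 1 library ended 66 and added 27 such calls. Rescaling moved the median LFC of all genes in 2013 from -0.103 to -0.007 at (v + 28) and from -0.098 to -0.003 at (v + 35) with median ratios, so a gene at an LFC of 0 as deposited lay above the median by about that much. The balance of the mean of both stages of 2013 moved with it, from 200 up- and 147 down-regulated genes to 281 and 73 (270 shared with the main result), to 251 and 84 with quantile normalization (277 shared) and to 312 and 124 with limma-voom (273 shared). With thinned reads it was 194 and 151 (314 shared).

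The following results moved, and the cause was not tested except where named. With a pseudocount of 0.1 there were 3 calls at (v + 28) and 1 at both stages in 2014, and 5 seed genes. A pseudocount of 1 gave 2 calls at (v + 35) in 2013, 0 at (v + 35) in 2014 and 2 genes of histones and cell division. Without a filter, where more genes are tested, there were 0 calls at (v + 28) and 3 at (v + 35) in 2013, 0 at (v + 35) in 2014, 0 at both stages in 2013, 3 for the mean of both stages of 2014, 26 for the mean of both years at (v + 35), 6 photosystem genes, 3 genes that differed between the years at (v + 35), and r = 0.615 between the stages of 2013. With a minimum of 2 RPKM there were 0 calls at (v + 35) in 2013, 3 at (v + 28) in 2014, 0 and 1 at both stages of 2013 and 2014, r = 0.699 between the stages of 2013, and r = -0.029 between the effect of 2014 at (v + 35) and ripening. Median ratios gave 6 calls at (v + 28) in 2013, 2 at (v + 28) and 1 at both stages in 2014 and 2 genes of histones and cell division, and quantile normalization 6, 3, 1 and 2. Moderation without a trend gave 3 and 2 calls at the stages of 2013. The 6 libraries of a comparison alone, with fewer samples in the fit, gave 0 and 0 calls in 2013, 4 and 0 in 2014 and 0 at both stages of 2013. Genes of at least 10 RPKM correlated with r = 0.626 and 0.451 between the years, 0.748 and 0.439 between the stages of 2013 and 2014, and -0.255 (2013) and 0.015 (2014) between the effect at (v + 35) and ripening.

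Without the adjustment the calls at single stages were 553 and 472 in 2013 and 61 and 97 in 2014, at both stages 192 and 23, in both years 27 and 33, for the mean of both stages of 2014 70, for the mean of both years at (v + 35) 137, and for seed genes 6. Without a threshold on the fold the mean of both stages of 2013 called 2919 genes, the mean of both years 867 and 118, and the cell wall and seed lists 18 and 9. Limma-voom called 25 genes at (v + 28) in 2013, 0 at (v + 35) in 2014, 17 cell wall genes and 2 of histones and cell division, with r = 0.62 between the stages of 2013. Thinned reads gave 19 calls at (v + 28) in 2013 and 0 at (v + 35) in 2014.

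The paper sampled the same blocks at both stages, and the mean of both stages takes their libraries as independent. With the 2 libraries of a treatment and number averaged first, 3 values against 3, limma called 11 genes in 2013 (6 up and 5 down) and 2 in 2014, and 1 cell wall gene and 1 of histones and cell division. It called 0 of the pathogenesis-related, photosystem, glutathione S-transferase and seed genes, of which 13, 12, 4 and 6 passed at an unadjusted p of at most 0.05 with the fold threshold and limma-voom without averaging called 11, 10, 3 and 3. All 347 genes called before had an unadjusted p of at most 0.05, and the median SE was 0.098 against 0.089, so the calls were lost at a similar SE and with fewer degrees of freedom. The smallest adjusted p was 0.065 for the pathogenesis-related and 0.0752 for the photosystem genes. Between the stages 0 genes differed in either year.

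A block for the replicate number gave 212 and 22 calls at the stages of 2013, 1 at (v + 28) in 2014, 14 and 1 at both stages of 2013 and 2014, 85 for the mean of both years at (v + 35), and 1 gene that differed between the years at (v + 28). Control and soil N100 libraries of the same number deviated together within a stage only in part (r between -0.435 and 0.355, and up to 0.414 with another number). In 2013 replicate 1 had r = 0.355 at (v + 28) and 0.309 at (v + 35), and replicate 2 had 0.15 at (v + 35), each above its r with other numbers. Replicate 2 at (v + 28) had -0.316, and replicate 3 had 0.007 and -0.03. In 2014 r was below 0 throughout (-0.435 to -0.062). Libraries of the same treatment and number at the 2 stages correlated in their deviations with r between 0.03 and 0.283 in 2013, where 5 of 6 had their highest r with their own number, and between -0.41 and 0.039 in 2014, where 0 of 6 had. Whether the numbers stand for the blocks of the field is not known.

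When 1 library was left out, the calls at the 2 stages ranged from 0 to 442 and from 0 to 14 for 2013, and from 0 to 1 each for 2014. They ranged from 0 to 5 (2013) and 0 to 1 (2014) at both stages, and were 0 in both years at each stage. For the mean of both stages they were 194 to 493 (2013) and 3 to 13 (2014), and for the mean of both years 40 to 184 and 2 to 186. Between the stages 0 genes differed in 2013 and 0 to 1 in 2014, and between the years 0 to 1 at each stage. Of the lists, 8 to 14 cell wall, 1 to 5 glutathione S-transferase, 1 to 5 histone and cell division, 6 to 13 pathogenesis-related, 2 to 15 photosystem and 0 to 12 seed genes were called. Without soil N100 replicate 2 of the stage the counts of single stages in 2013 were highest, without control replicate 1 they were 4 and 1, and without any other library 0. In 2014 the 1 call at (v + 28) came without soil N100 replicate 1, and that at (v + 35) was lost without any library other than soil N100 replicate 3. Without control replicate 2 at (v + 35) in 2013 the cell wall, histone, pathogenesis-related, photosystem and seed lists were each at their lowest. The r between stages was 0.569 to 0.67 (2013) and 0.002 to 0.483 (2014), and between years 0.274 to 0.513 at (v + 28) and 0.143 to 0.427 at (v + 35). The r of the N effect with ripening was -0.301 to 0.001 and -0.274 to -0.058 at the stages of 2013, and -0.001 to 0.291 and -0.142 to -0.022 in 2014.

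Single LFC that changed sign were not called at that stage, and the cause was not tested. Leaving out 1 library moved the glutathione S-transferase genes *VIT_16s0039g01070* (-0.03 to 0.602 at (v + 35) in 2013, -0.129 to 0.509 and -0.797 to 0.56 at the stages of 2014), *VIT_19s0015g02680* (-0.004 to 0.322 and -0.067 to 0.356 at the stages of 2014), *VIT_19s0015g02690* (-0.189 to 0.377, (v + 28), 2014), *VIT_07s0104g01800* (-0.279 to 0.154, (v + 28), 2014), *VIT_06s0004g05680* (-0.002 to 0.393, (v + 28), 2014), *VIT_01s0026g02400* (-0.046 to 1.32, (v + 28), 2013) and *VIT_12s0035g02100* (-0.272 to 0.064, (v + 35), 2014). At (v + 28) in 2013 it moved the seed genes *VIT_07s0005g03410* (-0.64 to 0.84), *VIT_07s0005g03420* (-0.132 to 1.033) and *VIT_17s0000g09000* (-0.482 to 0.017). It also moved the wound gene *VIT_19s0014g03730* (-0.36 to 0.098, and 0.019 with limma-voom, at (v + 35) in 2013), the ABC transporter gene *VIT_01s0010g02440* (-0.256 to 0.409, (v + 35), 2013) and the nitrate transporter-like gene *VIT_01s0026g01570* (-0.031 to 0.337, (v + 28), 2014).

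Depth limits the weakly expressed genes. Near 0.5 RPKM the LFC moved with the pseudocount, as for the RING finger gene *VIT_10s0116g00560* at (v + 35) in 2013, whose LFC of 1.44 was 2.24 with a pseudocount of 0.1 and 1.02 with 1. Genes of a list with a mean under 0.5 RPKM, such as 4 of the 6 laccase genes, were not tested.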

Differences from the paper's values

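Limma-voom on the recovered reads, reads thinned to the shallowest library and the effects averaged over stages were chosen only after the values were seen. All counts were made at the thresholds that the paper states, on log2(RPKM + 0.5) with limma, which is another test than the paper's on another scale.

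The paper's counts for 2013 were 305 up- and 95 down-regulated genes at (v + 28) and 131 and 225 at (v + 35), against 5 and 7, and 1 and 0, here. For 2014 the paper's were 20 and 6 at (v + 28) and 14 and 8 at (v + 35), against 0 and 0, and 1 and 0. At both stages the paper's were 107 up and 13 down in 2013 and 6 and 2 in 2014, against 1 and 0, and 0 and 0. In both years they were the paper's 10 up and 2 down at (v + 28) and 5 and 1 at (v + 35), against 0 in each case with limma. Of the genes of Table 4 that the paper groups as carboxypeptidases the paper's 15 at (v + 28) and 20 at (v + 35) responded, against 1 and 1, and of the transporters of Table 5 the paper's 30 and 24, against 1 and 0. With an unadjusted p and the same fold threshold 311 genes were up at (v + 28), 251 down at (v + 35) and 123 up at both stages of 2013, with 11 and 15 carboxypeptidases and 20 and 18 transporters, each within 1.5 times of the counts in the paper's text. At (v + 35) in 2013 the additional file of the paper instead lists 231 genes up and 116 down. Against the file, the unadjusted 221 up lay within 1.5 times and the 251 down did not. The replicate block gave 117 down at (v + 28), and leaving out soil N100 replicate 2 of (v + 28) gave 10 carboxypeptidases. For the 131 up at (v + 35) of the paper's text, all counts of 2014, the 13 down at both stages and the counts in both years, no alternative came within 1.5 times of the text's value, and for the others no alternative but those named.

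The additional files of the paper list 399 and 347 genes at the stages of 2013 and 25 and 21 at those of 2014. Of these, 11, 1, 0 and 1 were called here. With an unadjusted p 308, 245, 19 and 18 were called, beside 245, 227, 42 and 79 genes that the paper does not list. The replicate block called 150, 19, 1 and 1, and a pseudocount of 0.1 called 9, 1, 3 and 1. A pseudocount of 1 called 2 and no filter 3 of those at (v + 35) in 2013, moderation without a trend 2. A minimum of 2 RPKM and quantile normalization each called 3, median ratios 2 and the 6 libraries alone 4 of those at (v + 28) in 2014. Leaving out soil N100 replicate 2 called 206 of the 399 (236 not listed) and, at (v + 35), 11 of the 347, and leaving out soil N100 replicate 1 of 2014 called 1 of the 25. Limma-voom, chosen after the values were seen, called 25, 1, 0 and 0 and dropped 374, 346, 25 and 21 of the paper's genes, and thinned reads, also chosen after, called 16, 1, 0 and 0 and dropped 383, 346, 25 and 21. Averaging both stages, also chosen after the values were seen, called 208 of the 382 and 166 of the 313 tested in 2013, and 5 of 21 and 6 of 19 in 2014.

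Of 104 LFC that the paper states, 78 lay within the larger error of the values here and 26 differed, of which 24 were nearer 0 here, and all 104 had the same sign. The 26 follow, the paper's value first in each pair. A pseudocount of 0.1 gave a value within the error for the serine carboxypeptidase-like genes *VIT_03s0088g00260* (the paper's 0.91, here 0.48, with 0.1 0.92, (v + 35)), *VIT_03s0091g01290* (1.06 and 0.7, 1.18, (v + 28), also 0.864 without soil N100 replicate 2; 1.09 and 0.54, 1.11, (v + 35)) and *VIT_08s0040g01140* (1.19 and 0.54, 1.15, (v + 28)), and for *VIT_01s0150g00330* (0.79 and 0.35, 0.71, (v + 35)), *VIT_10s0116g00560* (2.19 and 1.44, 2.24, (v + 35)), *VIT_05s0049g02310* (-0.91 and -0.54, -1.02, (v + 28)) and *VIT_10s0003g05480* (1.49 and 1.11, 1.56, (v + 35)) in 2013. In 2014 it did so for *VIT_01s0010g02440* (the paper's 1.08, here 0.53, with 0.1 1.06, (v + 28)) and the oligopeptide transporter gene *VIT_19s0015g00860* (-0.71 and -0.35, -0.75, (v + 35)). At (v + 35) in 2013 it also did so for 4 genes that other settings reached too, with limma-voom chosen after the values were seen and dropping the paper's genes as counted above. These were *VIT_06s0080g00150* (0.73 and 0.45, 0.64, limma-voom 0.83), *VIT_10s0003g02540* (-0.77 and -0.52, -0.82, limma-voom -0.90), the peptidase gene *VIT_11s0016g03010* (0.62 and 0.45, 0.54, limma-voom 0.69, both rescalings 0.54, and 0.49, 0.503 and 0.495 without control replicate 1, control replicate 2 or soil N100 replicate 2) and *VIT_18s0041g00590* (0.87 and 0.63, 0.93, both rescalings 0.70, and 0.704, 0.722 and 0.694 without the same 3 libraries).

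Other settings reached the phosphate 2 gene *VIT_00s0265g00070* at (v + 28) (the paper's -0.71, here -0.94, median ratios -0.84, quantile normalization -0.85, -0.67 without soil N100 replicate 3, and -0.85 with limma-voom, chosen after the values were seen, with 374 of the paper's genes dropped) and the aspartyl protease gene *VIT_14s0006g00180* (-0.80 and -1.10, median ratios -0.998, quantile normalization -1.01, and -0.995, -1.017 and -0.804 without control replicate 2, control replicate 3 or soil N100 replicate 1). Only leaving out a library reached the polyol transporter gene *VIT_03s0063g02250* at (v + 35) (-0.83 and -0.60, -0.671 without control replicate 1, -0.683 without soil N100 replicate 2) and *VIT_19s0015g00860* at (v + 35) in 2013 (-0.96 and -0.74, -0.781, -0.804, -0.809 and -0.807 without control replicate 1 or 2 or soil N100 replicate 1 or 2). No setting reached the F-box gene *VIT_00s2507g00010* (the paper's 2.26, here 1.52) and *VIT_10s0116g00560* (1.60 and 1.19) at (v + 28), *VIT_01s0010g02860* (-0.90 and -0.56) and the sulfate transporter gene *VIT_07s0151g00340* (1.07 and 0.58) at (v + 35), and the ABC transporter gene *VIT_02s0025g00990* at both (0.82 and 0.36, 1.12 and 0.43) in 2013, nor the manganese transporter gene *VIT_18s0001g02140* at (v + 28) (-0.94 and -0.18) and the zinc transporter gene *VIT_19s0085g00740* at (v + 35) (1.24 and 0.64) in 2014. For each of the 26 the alternatives not named gave a value that still differed.

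Some statements of the paper are at odds with each other or with the values here. The paper's text has 131 genes up- and 225 down-regulated at (v + 35) in 2013, while the paper's additional file has 231 up and 116 down. All 313 genes of the file tested at this stage had the sign of the file here. Here 1 gene was up and 0 down with limma, and unadjusted with the fold threshold 221 were up and 251 down. That balance turned with the scaling, to 339 and 141 with median ratios, 323 and 169 with quantile normalization and 449 and 265 with limma-voom. Table 5 gives the amino acid permease gene *VIT_03s0038g02140* as responding at 1 stage only, and here its LFC was -0.95 at (v + 28) and -0.97 at (v + 35), with the libraries apart at both, and it was called at neither. For *VIT_18s0001g02140* in 2014 Table 5 places the response at (v + 28), and here the libraries overlapped at (v + 28) (0.213 and 0.123 RPKM) and were apart at (v + 35) (0.634 and 0.263 RPKM), below the expression needed for a test. The ABC transporter gene *VIT_16s0050g01620* is said in the discussion to respond at both stages and has 1 stage in Table 5, and here its LFC was 0.67 and 0.65, called at neither stage and called for their mean (adjusted p 0.0289).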

Other observations

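The effects averaged over stages, and the choice of the genes described here for ripening and of the 2 phloem protein genes, were made only after the result was seen.

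Ripening in control vines moved several genes the same way in both years. Protochlorophyllide reductase (*VIT_19s0014g03160*), which acts in chlorophyll synthesis, fell from 24.2 ± 3.38 RPKM (SD, n = 3) at (v + 28) to 12.1 ± 1.84 RPKM at (v + 35) in 2013 (LFC -0.97, SE 0.19, adjusted p = 0.00459 from limma) and from 22.3 ± 3.6 to 11.2 ± 1.84 RPKM in 2014 (LFC -0.96, adjusted p = 0.0114). The anion channel gene *CLC-B* (*VIT_14s0068g02190*) fell with LFC -0.95 and -0.98, the xyloglucan gene *TCH4* (*VIT_11s0052g01300*) with -1.42 and -1.39, the *SPX2* gene (*VIT_11s0016g05330*) with -1.30 and -1.72 and the ABC transporter gene *VIT_16s0050g01620* with -0.78 and -1.37. A matrix metalloproteinase gene (*VIT_14s0066g01950*) rose with 0.80 and 0.73, *PER17* (*VIT_07s0191g00050*), a peroxidase gene, with 0.73 and 0.63 and the phloem protein gene *VIT_14s0060g02000* with 1.37 and 0.64. Of these, the first 2 had a positive LFC for N in 2013 and *PER17* a negative one, whereas the phloem protein gene was higher both with N and with ripening. Across 16899 genes the N effect of 2013 correlated with the ripening effect of 2014 with r = -0.123 at (v + 28) and -0.187 at (v + 35), and the N effect of 2014 with the ripening effect of 2013 with r = 0.117 and -0.069. These values are given without a p. Without control replicate 2 of 2013 at (v + 28) the first of them was 0.001, and without control replicate 2 of 2014 at (v + 28) the third was -0.001.

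Genes not described so far also responded over both stages together in 2013. The 2 phloem protein genes were up-regulated, *VIT_14s0060g02000* with a mean LFC of 1.46 (adjusted p = 0.0098) and *VIT_14s0060g01990*, at 8.38 ± 1.44 RPKM in the control and 23.7 ± 8.55 RPKM in soil N100 at (v + 28), with 1.19. Of 5 LOB domain genes tested, *LBD38* (*VIT_07s0129g00330*), known from *Arabidopsis* as a regulator of N responses, was up-regulated (mean LFC 0.64, adjusted p = 0.023, 4.69 ± 0.927 and 9.33 ± 3.62 RPKM at (v + 28)) and *LBD41* (*VIT_01s0011g03540*) down-regulated (mean LFC -0.70, adjusted p = 0.0202). With median ratios 1 was up- and 0 down-regulated. Of 5 sugar transport genes the MtN3-type gene *VIT_14s0066g01420* was up- (1.06, adjusted p = 0.0334) and *VIT_07s0104g01340* down-regulated (-1.05, adjusted p = 0.00937). Among the seed genes, *VIT_07s0151g00840* and *VIT_10s0003g00020*, which encode late embryogenesis abundant proteins, were the 2 that were down-regulated (both mean LFC -0.70, adjusted p = 0.0283 and 0.013).

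For the remaining lists the counts over both stages of 2013 were 2 of 3 up for chlorophyll synthesis, 1 of 2 up for WRKY factors, nitrate and ammonium assimilation, laccases and ribosomal proteins, 1 of 1 up for nitrate, sulfate and ABC transport, 2 up and 1 down of 5 for amino acid transport, 1 up and 1 down of 2 for heat shock proteins, and 0 of 2 for terpene synthases and for detoxification outside glutathione S-transferases and 0 of 1 for carboxypeptidases (limma, at an unadjusted p of at most 0.05 1, 2 and 1 genes, limma-voom 0, 0 and 1). With median ratios, quantile normalization or limma-voom both genes of assimilation and both ribosomal genes and the carboxypeptidase gene were up-regulated, and the heat shock gene that was down was not called. Adjusted over the list alone at (v + 28), 2 chlorophyll, 2 WRKY, 2 assimilation and 3 LOB genes were up-regulated and 0 terpene synthases, and at (v + 35) 1, 0, 0 and 0, with 1 LOB gene down-regulated. The list meant for the lipoxygenase pathway held 1 gene, *DOX1* (*VIT_14s0066g01690*), tested in 2014 only. It is known as an alpha-dioxygenase gene in *Arabidopsis*, so the list gives no information on C6 volatiles. The LFC of *DOX1* was -0.65 at (v + 28) and -1.05 at (v + 35), and it was not called over all genes. By the categories of the paper 20 of 29 photosystem genes were up- and 0 down-regulated and 6 of 8 redox genes up- and 1 down-regulated. The paper chose these genes on the same samples, so the counts are not independent evidence. No described gene was found for gamma-glutamyl transpeptidase, glutathione synthesis, stilbene synthase and phenylalanine ammonia lyase.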
